# Loss of Nup210 results in muscle repair delays and age-associated alterations in muscle integrity

**DOI:** 10.26508/lsa.202101216

**Published:** 2021-12-15

**Authors:** Stephen Sakuma, Ethan YS Zhu, Marcela Raices, Pan Zhang, Rabi Murad, Maximiliano A D’Angelo

## Abstract

Nuclear pore complexes, the channels connecting the nucleus with the cytoplasm, are built by multiple copies of ∼30 proteins called nucleoporins. Recent evidence has exposed that nucleoporins can play cell type-specific functions. Despite novel discoveries into the cellular functions of nucleoporins, their role in the regulation of mammalian tissue physiology remains mostly unexplored because of a limited number of nucleoporin mouse models. Here we show that ablation of Nup210/Gp210, a nucleoporin previously identified to play a role in myoblast differentiation and Zebrafish muscle maturation, is dispensable for skeletal muscle formation and growth in mice. We found that although primary satellite cells from *Nup210* knockout mice can differentiate, these animals show delayed muscle repair after injury. Moreover, *Nup210* knockout mice display an increased percentage of centrally nucleated fibers and abnormal fiber type distribution as they age. Muscle function experiments also exposed that Nup210 is required for muscle endurance during voluntary running. Our findings indicate that in mammals, Nup210 is important for the maintenance of skeletal muscle integrity and for proper muscle function providing novel insights into the in vivo roles of nuclear pore complex components.

## Abstract (precis)

This study describes the  the role of a nuclear pore complex protein in mammalian in skeletal muscle maintenance, repair, and function.

## Introduction

Nuclear pore complexes (NPCs), the channels that connect the nucleus with the cytoplasm, have recently emerged as critical regulators of cell function and tissue homeostasis (1, 2). NPCs are large multiprotein structures composed of ∼30 different proteins known as nucleoporins (3, 4). The expression of some nucleoporins as well as the composition and stoichiometry of NPCs has been found to vary in different cell types indicating that these structures can be specialized to play specific cellular roles (4, 5, 6). These findings help to explain why mutations in these proteins often result in diseases with markedly tissue-specific phenotypes. Yet, the physiological functions for most nucleoporins remains poorly understood.

The transmembrane protein Nup210 (originally known as Gp210) was the first nucleoporin identified and the first nuclear pore component described to have tissue-specific expression (7, 8, 9). In previous work, we identified that the levels of Nup210 are differentially regulated during the differentiation of the C2C12 myoblast cell line (6). We found that although C2C12 myoblasts do not express Nup210, this nucleoporin is strongly up-regulated during myogenic differentiation. Preventing Nup210 expression in this model system strongly inhibited the formation of differentiated myotubes, whereas increasing its levels had the opposite effect (6). In differentiated C2C12 myotubes, Nup210 was found to regulate the activity of muscle genes through its association with Mef2C, a critical regulator of skeletal and cardiac muscle physiology; and to play a key role in the maintenance of nuclear envelope/ER homeostasis (10, 11). Consistent with a role in the regulation of skeletal muscle physiology, depletion of Nup210 in Zebrafish was found to alter the growth and maturation of differentiated muscle fibers and to result in progressive alterations in skeletal muscle integrity (10). But how Nup210 affects the development and function of skeletal muscle in a mammalian organism has not been investigated.

In this work, we used different *Nup210* knockout mouse lines to discover that Nup210 is dispensable for muscle development and for the differentiation of adult satellite cells in vitro and in vivo. We also provide evidence that Nup210-deficient animals have abnormalities in their response to muscle repair, show increased numbers of centrally nucleated fibers, develop alterations in fiber type distribution as they age, and show reduced muscle endurance. Our findings indicate that although Nup210 is not essential for the formation and growth of skeletal muscle in mammals, it is required for the proper maintenance of muscle integrity and function. Overall, our findings indicate that Nup210 is required for efficient muscle regeneration and highlight a role for this nucleoporin in the maintenance of mammalian skeletal muscle integrity with age.

## Results

### Nup210 ablation is dispensable for mammalian muscle development and satellite cell function

To study the role of the Nup210 nucleoporin in mammalian skeletal muscle development we took advantage of a constitutive *Nup210* knockout mouse line that we have recently generated (12). In these animals, deletion of exon 2 results in the total loss of Nup210 protein. Because the low expression levels of Nup210 in muscle tissue makes it difficult to detect by Western blot (Fig S1A), we further confirmed *Nup210* knockout in muscles using immunoprecipitation and immunofluorescence approaches (Fig 1A–C). We found that *Nup210*^−/−^ mice were born at Mendelian rates, showed no variance in weight compared with controls, and no survival differences up to 24 mo (Fig S1B and C). The only defect identified so far in these animals is a decreased number of circulating CD4 T cells (12). To investigate how ablation of Nup210 affects skeletal muscle physiology in mice, we isolated quadricep (quad) muscles from animals of 6–8 wk of age, sectioned them, and stained them with hematoxylin and eosin (H&E), as well as with anti-Laminin, a marker of the basal membrane that allows quantification of the number and diameter of muscle fibers. We found that young *Nup210*^−/−^ mice show no obvious differences in the size, structure, or cross-sectional area (CSA) of quad muscles compared with control mice (Figs 1D–F and S1D). The lack of muscle alterations in young *Nup210*^−/−^ mice is consistent with previous findings in Zebrafish showing that this nucleoporin is not required during embryonic muscle development (10).

**Figure S1.**
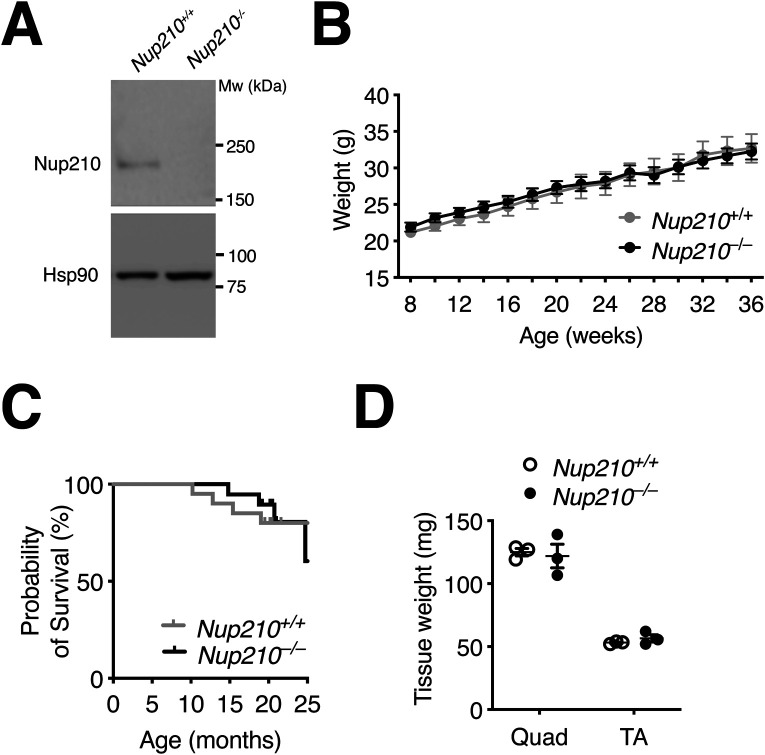
Nup210 is dispensable for muscle growth and survival. **(A)** Total protein was isolated from control and Nup210 knockout quad muscle and Nup210 levels were analyzed by Western blots. Hsp90 was used as loading control. **(B)** Weight measurements of *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 14–15) were taken every 2 wk. **(C)** Kaplan–Meier plot of *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 19–20) measuring survival for up to 25 mo. **(D)** Fresh tissue weights for Quad and TA muscles isolated from *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 3). Data are plotted as mean ± SEM.

**Figure 1.**
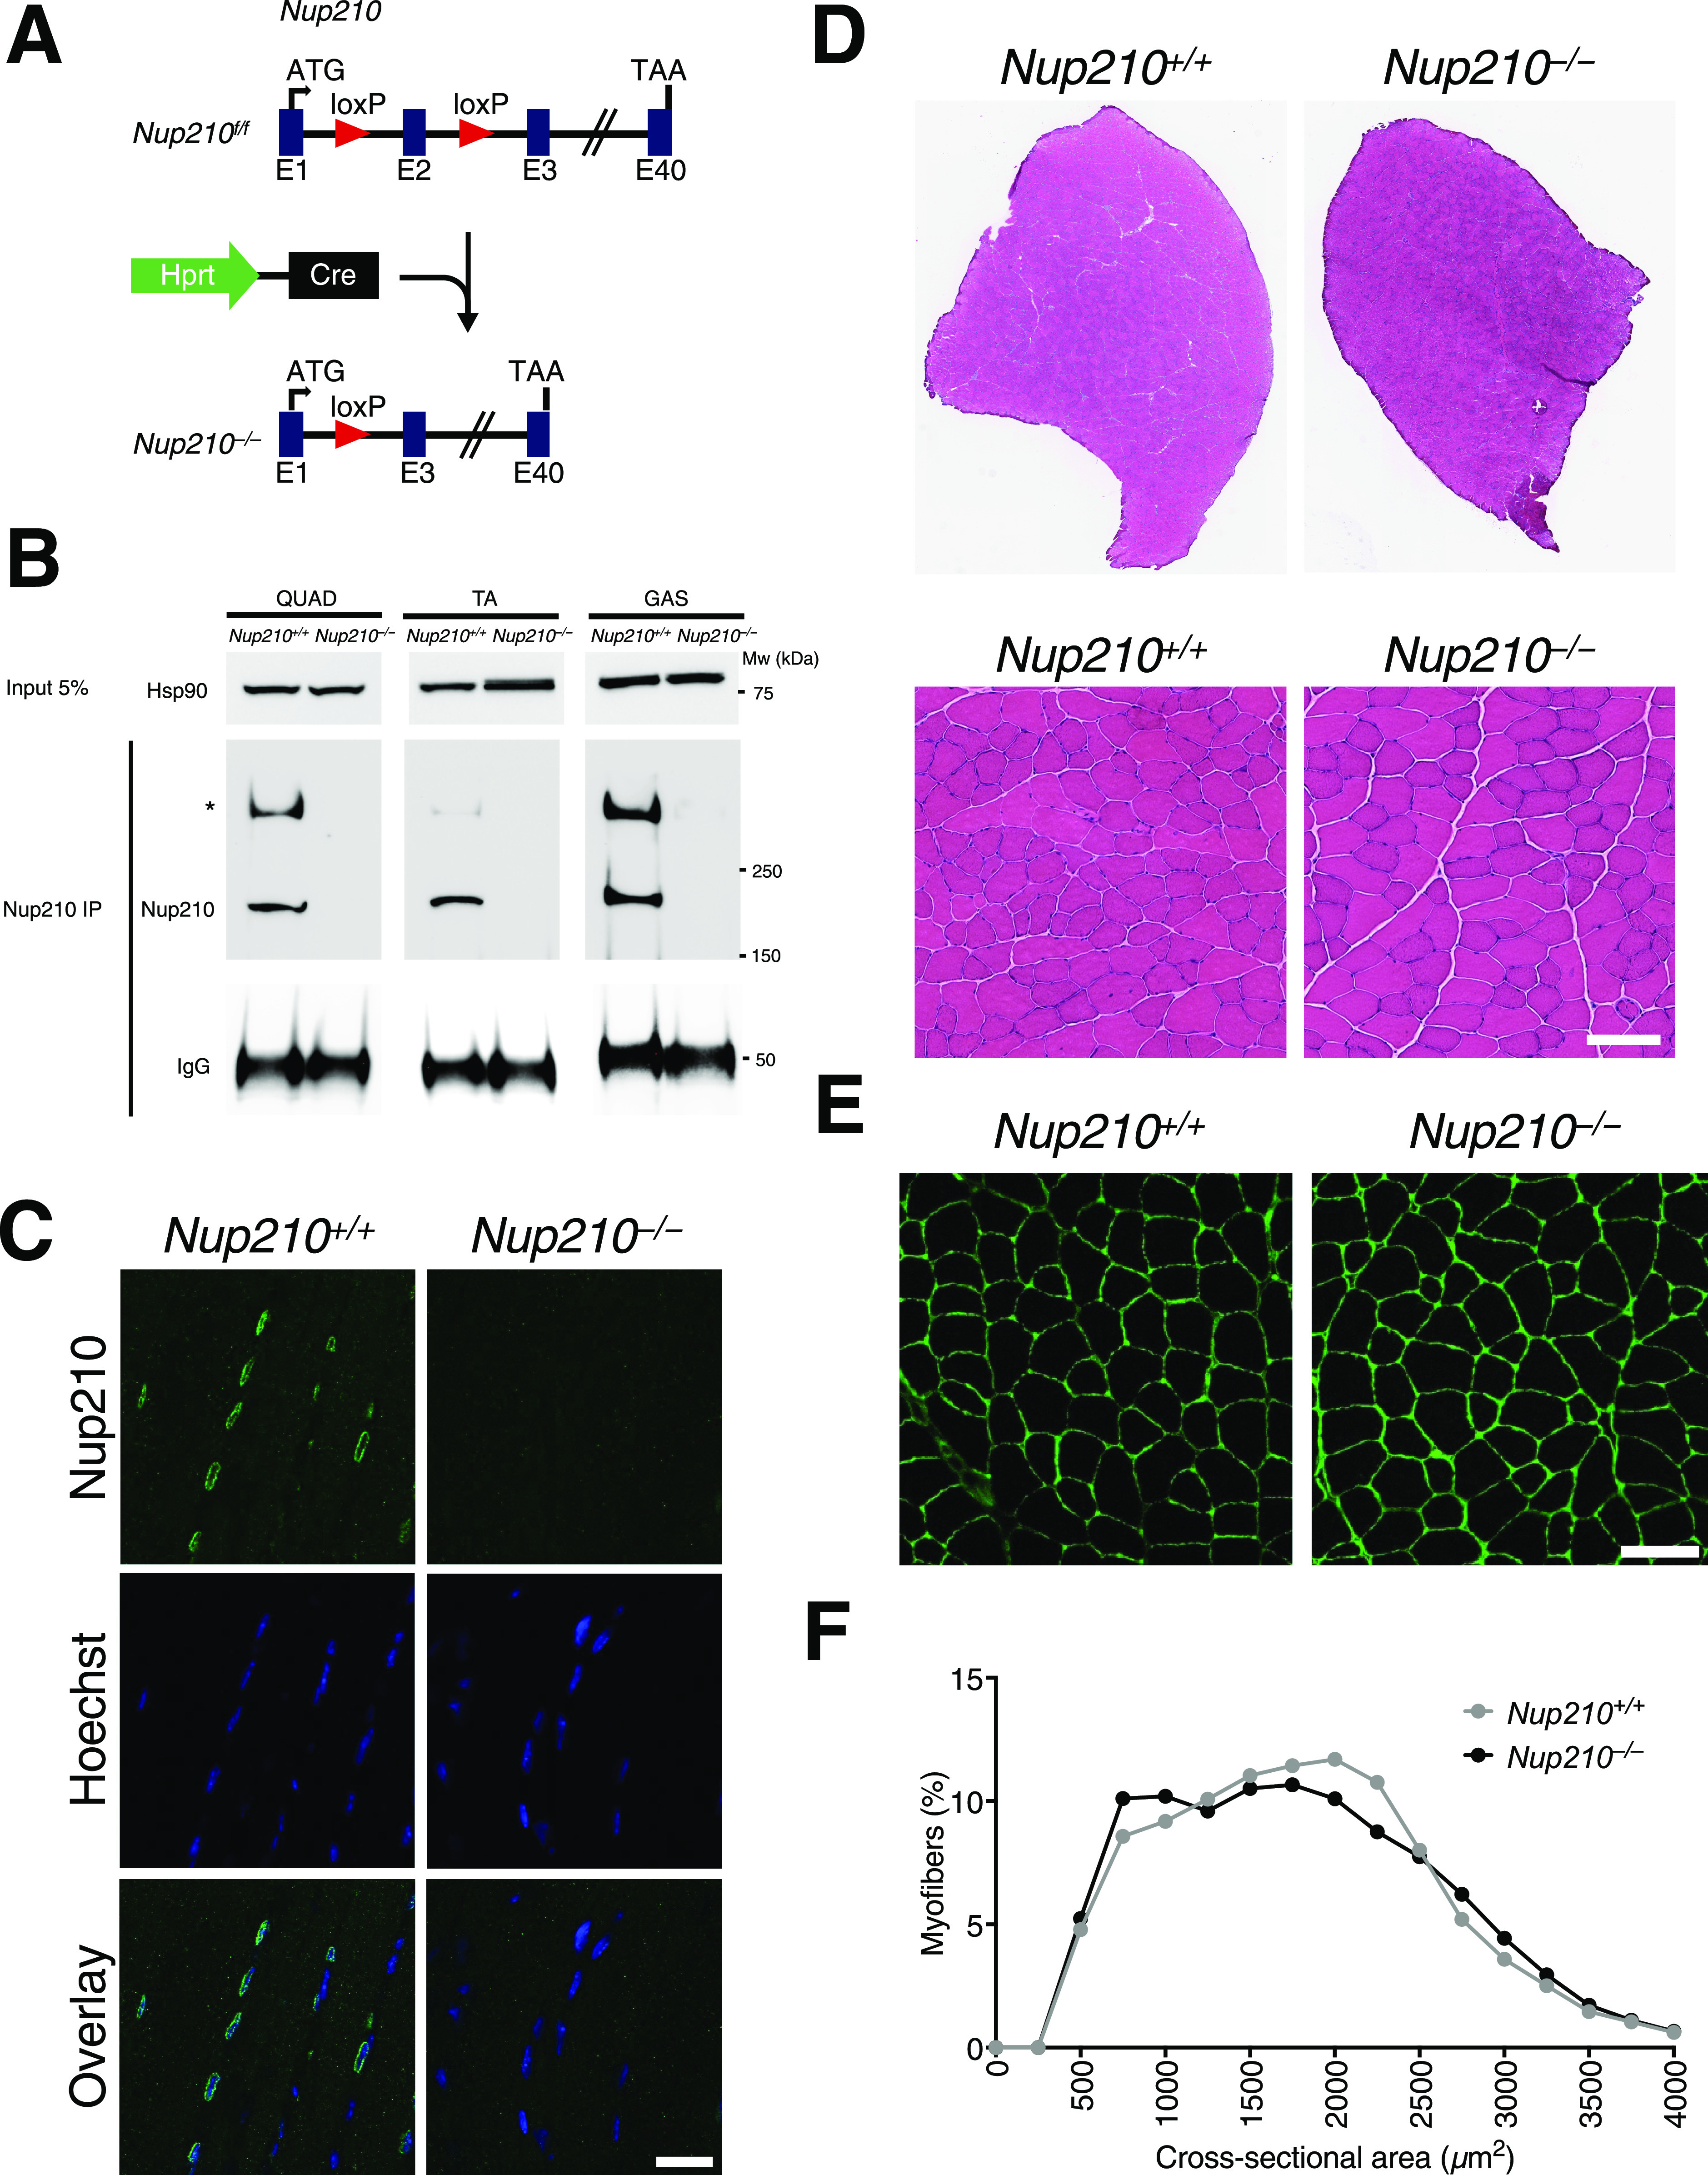
Nup210 is dispensable for mouse development. **(A)** Schematic illustration of the generation of the *Nup210* knockout (*Nup210*^−/−^) mouse from the Hprt^Cre^-mediated recombination of the loxP flanked exon 2 of Nup210 (*Nup210*^f/f^). **(B)** Nup210 was immunoprecipitated from quadricep (Quad), tibialis anterior (TA), and gastrocnemius (GAS) muscles and the amount of protein in the immunoprecipitated was analyzed by Western blot. Hsp90 in the input is used as loading control for the immunoprecipitation and IgG shows the levels of anti-Nup210 used. Asterisk shows oligomeric forms of Nup210 previously described (13). **(C)** Representative images of Nup210 immunofluorescence staining in TA muscle longitudinal sections obtained from *Nup210*^+/+^ and *Nup210*^−/−^ mice. Scale bar, 25 μm. **(D)** Representative images of H&E full projections (top) and detailed views (bottom) of TA muscle transverse sections isolated from 6- to 8-wk-old *Nup210*^+/+^ and *Nup210*^−/−^ mice. Scale bar 100 μm. **(E)** Representative images of immunofluorescence staining for Laminin in quadricep muscles from 6- to 8-wk-old mice. Scale bar, 100 μm. **(F)** Quantification of myofiber cross-sectional area distribution in quadricep muscles from 6- to 8-wk-old mice (n = 3). Data are binned in 250 μm^2^ bins and plotted as mean.

Our previous work identified that Nup210 is required for the differentiation of the C2C12 myogenic cell line (6). Down-regulation of Nup210 in C2C12 myoblasts strongly inhibits their ability to form myotubes in vitro (6). To determine if adult *Nup210*^−/−^ muscle progenitors show alterations in their differentiation potential, we isolated satellite cells from muscles of young mice and grew them in differentiation media to induce the formation of myotubes as described by Tierney et al (14). Consistent with our previous findings using the C2C12 myogenic model, we found that Nup210 is expressed in differentiated myotubes but not in satellite cells/myoblasts (Fig 2A). But in contrast to Nup210-depleted C2C12 cells, satellite cells from *Nup210*^−/−^ mice were able to form myotubes in vitro (Fig 2B). Moreover, *Nup210*^−/−^ satellite cells showed no significant decrease in their ability to differentiate compared to muscle progenitors isolated from control mice (Fig 2C). Because Nup210 is constitutively knocked out in these animals, it is possible that compensation during embryonic development could mask myogenic differentiation defects in these animals. To test this possibility, we acutely inactivated Nup210 only in satellite cells before inducing differentiation. For this, we used a conditional gene targeting approach in which we crossed a satellite-cell specific Cre transgenic mouse line, Pax7-CreER^T2^ (15), with mice carrying a floxed Nup210 allele (12). In the *Nup210*^f/f^/Pax7-CreER^T2^ line, Nup210 ablation in satellite cells is induced by tamoxifen treatment. Control (*Nup210*^+/+^/Pax7-CreER^T2^) and *Nup210*^f/f^/Pax7-CreER^T2^ mice were injected with tamoxifen (three times every other day) to knockout Nup210, and satellite cells were isolated 48 h after the last injection. Satellite cells were then cultured in differentiation conditions and their ability to form myotubes was quantified. Consistent with our findings using the constitutive knockout mice, satellite cells acutely depleted of Nup210 were able to efficiently form myotubes (Fig 2D). Nup210 staining after differentiation confirmed the tamoxifen-induced knockout of this nucleoporin (Fig 2E). These findings indicate that Nup210 is not required for muscle development or adult satellite cell differentiation.

**Figure 2.**
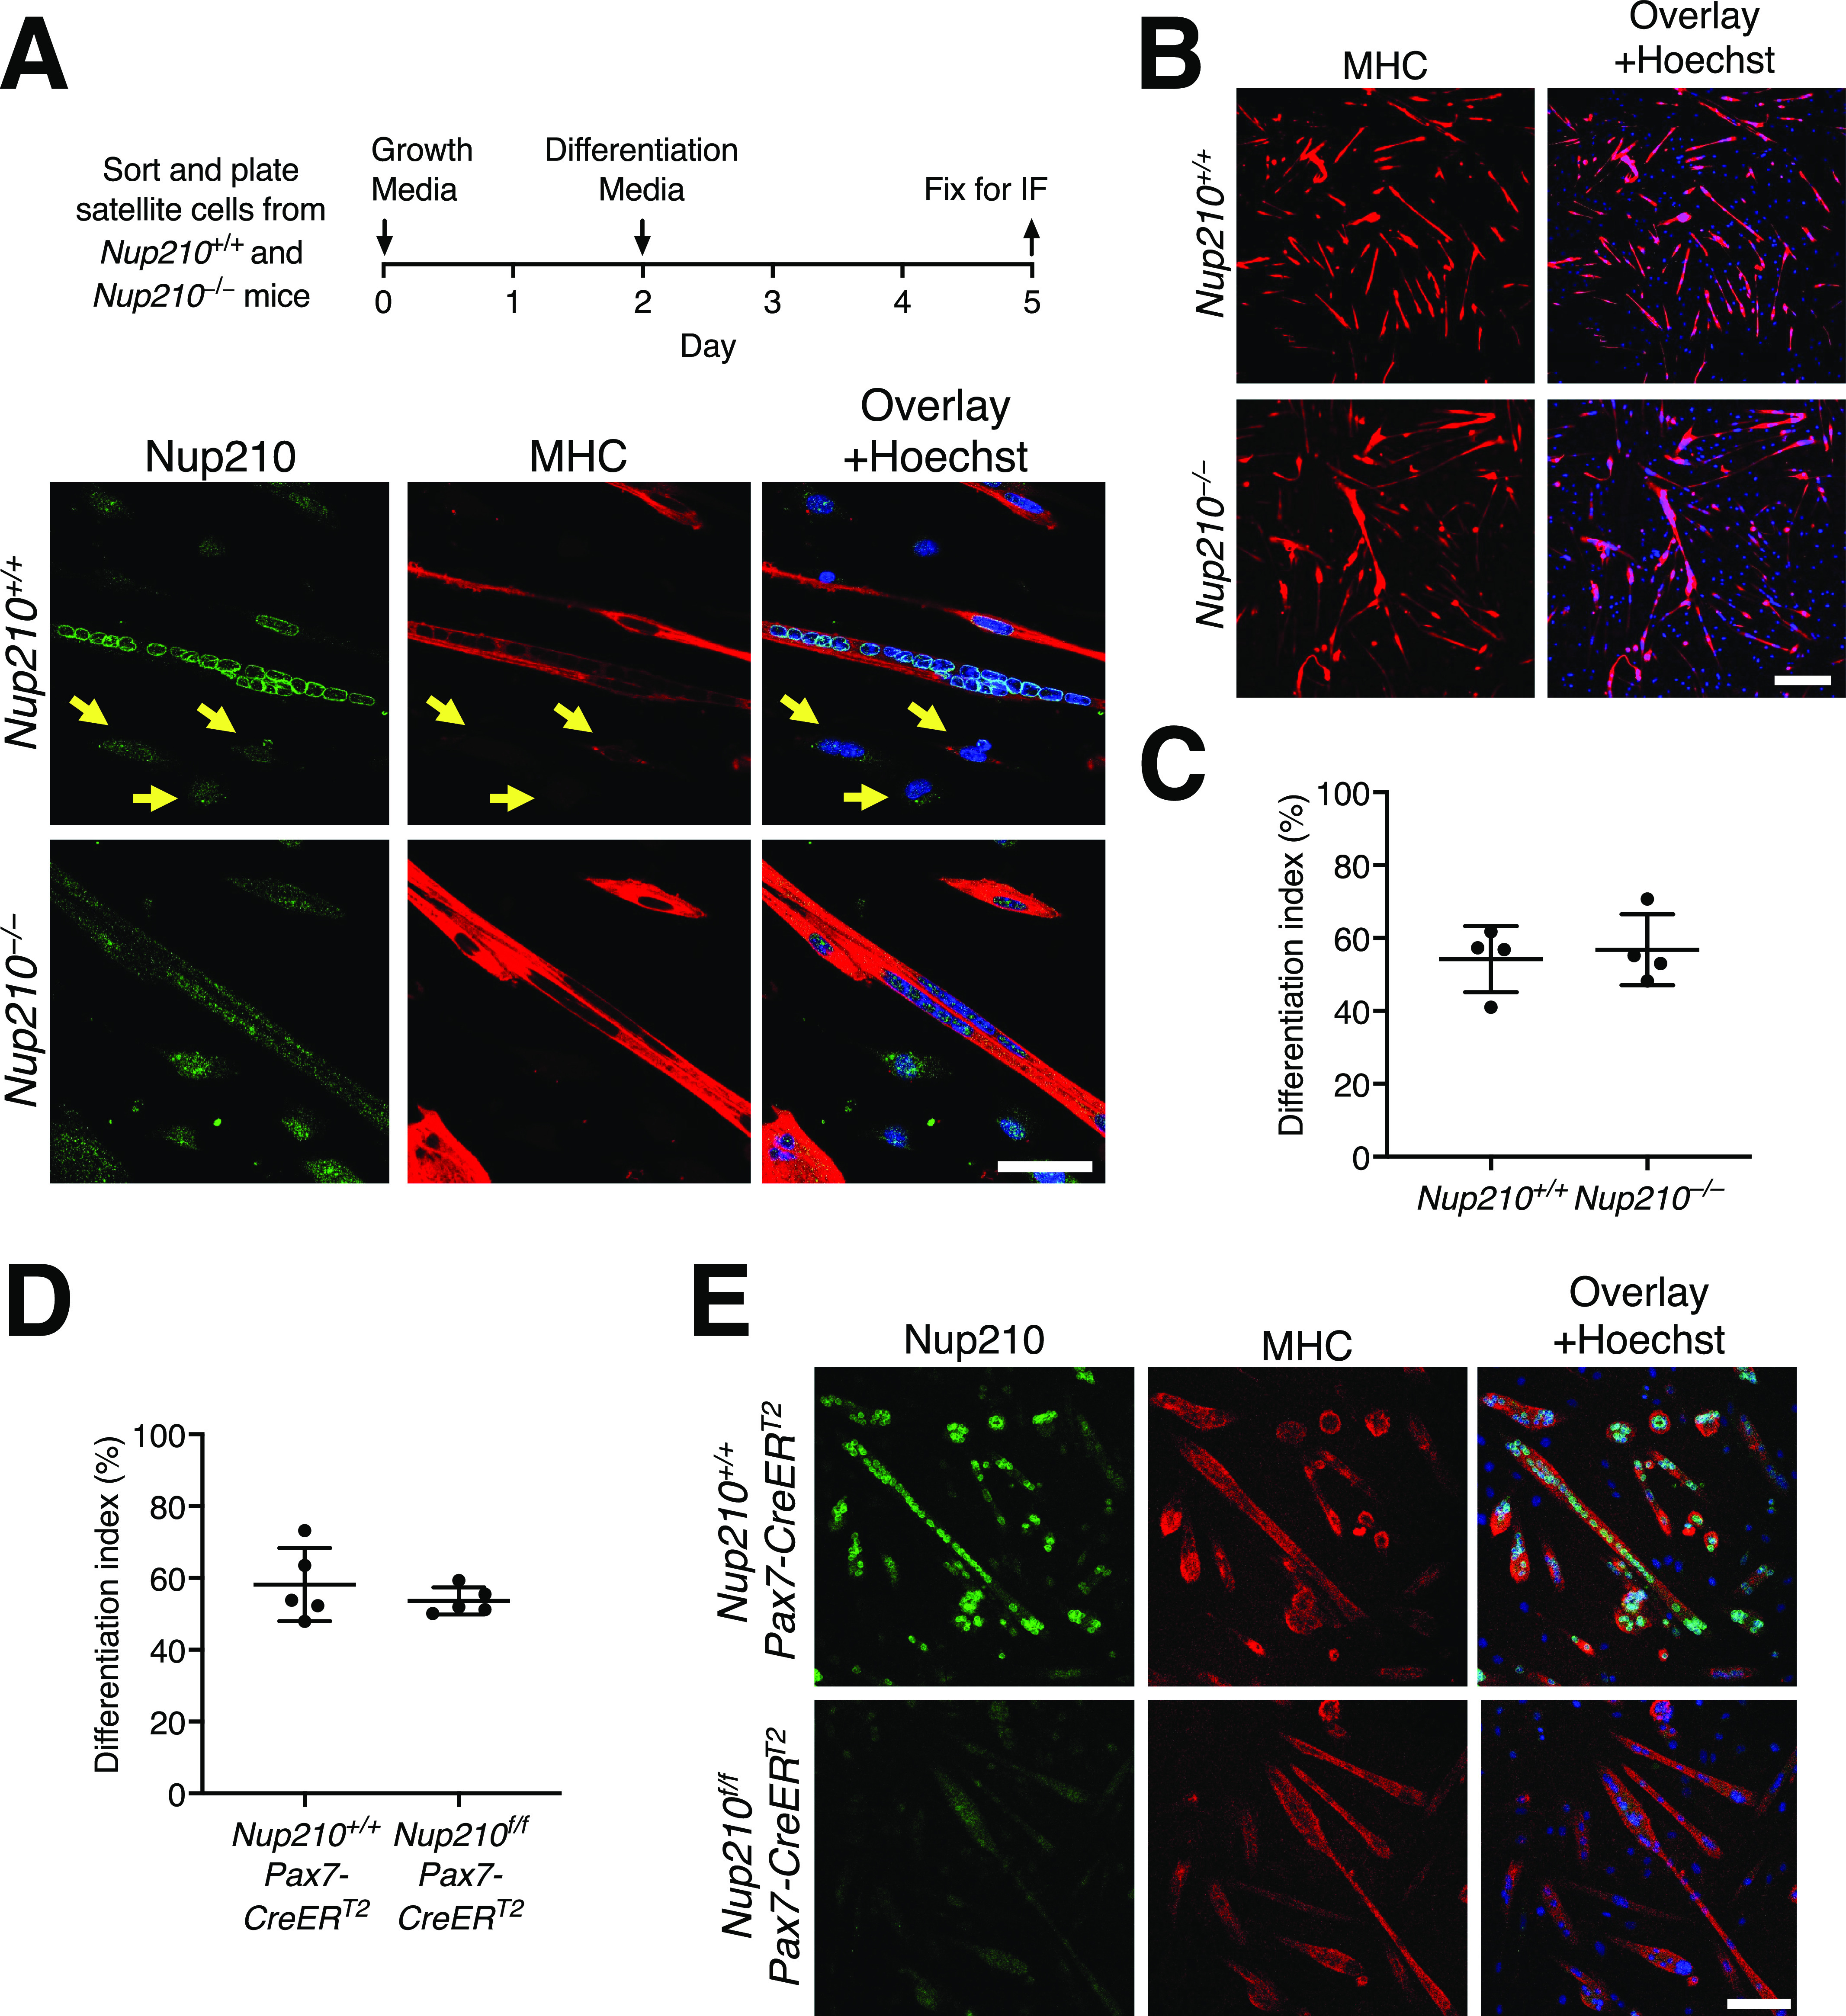
Primary muscle satellite cells from *Nup210* knockout mice efficiently differentiate into myotubes. **(A)** Schematic illustration (top) and representative images immunofluorescence staining (bottom) of sorted satellite cells from *Nup210*^+/+^ and *Nup210*^−/−^ mice after induction of myogenic differentiation. Arrows indicate undifferentiated muscle progenitor cells which lack Nup210 expression. Scale bar, 50 μm. **(B)** Representative immunofluorescence images of differentiated satellite cells from *Nup210*^+/+^ and *Nup210*^−/−^ mice stained for myosin heavy chain (MHC) and Hoechst. Scale bar, 300 μm. **(C)** *Nup210*^+/+^ and *Nup210*^−/−^ satellite cells were sorted, differentiated, and stained for MHC. The percentage of nuclei in MHC-positive cells (differentiation index) was quantified. **(D)** *Nup210*^+/+^/Pax7-CreER^T2^ and *Nup210*^*f/f*^/Pax7-CreER^T2^ were treated with tamoxifen and satellite cells were isolated and differentiated in vitro. **(C)** The differentiation index (percentage of nuclei in MHC-positive cells) was quantified as in (C). **(D, E)** Representative immunofluorescence images of cells from (D) stained for Nup210 and MHC. Scale bar, 100 μm. Data are plotted as mean ± SD.

### *Nup210*^−/−^ mice show delayed muscle regeneration

Even though *Nup210*^−/−^ mice show no muscle alterations in homeostatic conditions, it is possible that challenging the muscles of these animals could expose underlying defects. To test if *Nup210*^−/−^ mice have defects in muscle regeneration, we performed BaCl_2_-induced muscle injury in the tibialis anterior (TA) as previously described (14). 5 d after injury, muscles were isolated, sectioned and stained with anti-Laminin. The ability of control and *Nup210*^−/−^ mice to repair muscle was determined by quantifying the number and diameter of myofibers. These experiments showed that Nup210 levels are higher in regenerating muscle fibers (Fig S2) and also exposed that although *Nup210*^−/−^ mice are able to repair muscle, they show a delay in the regeneration process (evidenced by an increased number of smaller fibers) when compared with control animals (Fig 3A).

**Figure S2.**
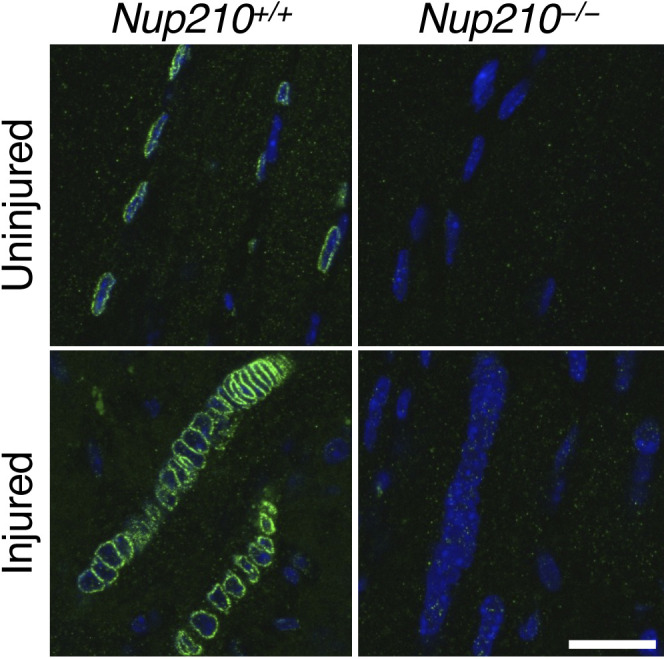
Nup210 levels increase in regenerating muscle fibers. Sections from uninjured and BaCl_2_ injured TA muscles were stained for Nup210 (green) and Hoechst (Blue). Scale bar, 25 μM.

**Figure 3.**
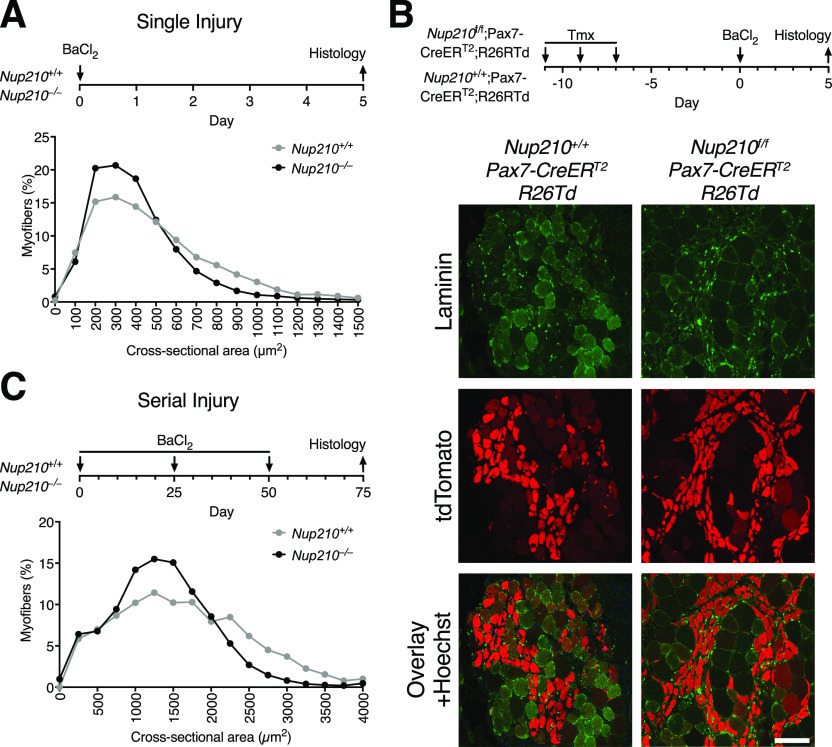
Nup210 ablation results in delayed muscle regeneration. **(A)** Young (6–8 wk old) *Nup210*^+/+^ and *Nup210*^−/−^ mice were subjected to BaCl_2_-induced muscle injury and muscle regeneration was analyzed 5 d later. Top: Schematic illustration of experimental approach. Bottom: Quantification of myofiber cross-sectional area distribution. n = 3, data are binned in 250 μm^2^ bins and are plotted as mean. **(B)** *Nup210*^+/+^/Pax7-CreER^T2^ and *Nup210*^*f/f*^/Pax7-CreER^T2^ mice carrying a Cre-inducible tdTomato reporter (R26Td) were treated with tamoxifen before being subjected to BaCl_2_ muscle injury. The tdTomato-positive myofibers were analyzed by immunofluorescence in muscle sections. Laminin was used as counterstain to detect muscle fibers. Top: Schematic representation of experimental approach. Bottom: Representative immunofluorescence images from TA sections. Scale bar, 100 μm. **(C)** Young *Nup210*^+/+^ and *Nup210*^−/−^ mice were subjected to BaCl_2_-induced serial muscle injury (three injuries total), and muscle regeneration was analyzed 25 d after last injury. Top: Schematic illustration of experimental approach. Bottom: Quantification of myofiber cross-sectional area distribution. n = 3, data are binned in 250-μm^2^ bins and are plotted as mean.

To further confirm the ability of adult *Nup210*^−/−^ satellite cells to form myofibers after injury, control and *Nup210*^f/f^/Pax7-CreER^T2^ mice carrying the ROSA-Tomato marker were treated with tamoxifen to acutely knockout Nup210 before inducing muscle injury with BaCl_2_. The ability of Cre-expressing satellite cells, marked by the tomato fluorescent protein, to form myofibers in vivo was analyzed 5 d after injury in TA muscle sections. As shown in Fig 3B, Cre-expressing Tomato-positive cells from control (*Nup210*^+/+^/Pax7-CreER^T2^) or *Nup210*^−/−^ (*Nup210*^f/f^/Pax7-CreER^T2^) similarly contributed to muscle repair.

To investigate if continuous muscle challenge could exacerbate the repair defects of *Nup210*^−/−^ mice, we subjected these animals to serial muscle injury. For this, TA muscles of control and *Nup210*^−/−^ mice were injured with BaCl_2_ three times sequentially. Muscle injuries were spaced by 25 d to allow full muscle recovery before the next injury round, and muscle regeneration was analyzed 25 d after the last injury by measuring CSA. Under these conditions, *Nup210*^−/−^ mice also showed a delay in muscle recovery (Fig 3C). This difference in myofiber CSA was similar to that observed in animals subjected to single injury, indicating no progressive deterioration of satellite cell function with continuous challenge. Altogether, these findings indicate that the alterations in muscle repair observed in *Nup210* knockout animals do not result from a decreased myogenic potential of skeletal muscle satellite cells.

### *Nup210*^−/−^ mice accumulate centrally nucleated fibers with age

Using the Zebrafish model system, we previously uncovered that although fish lacking Nup210 do not have alterations in embryonic muscle development, they show a progressive deterioration of skeletal muscle structure as they age (10). To investigate if *Nup210*^−/−^ mice also develop muscle alterations as they age, we analyzed quad muscle sections from 6- to 9-mo-old animals. We found that at this age, *Nup210*^−/−^ mice have a significant increase in the percentage of myofibers with centrally located nuclei compared with controls, with no changes in the total number of myofibers (Figs 4A and S3A). A similar increase was observed in TA muscles (Fig S3B). We found that the higher number of centrally nucleated fibers is also present in the muscles of Nup210^f/f^/Acta1-Cre mice, in which Nup210 is specifically depleted in differentiated adult skeletal muscle cells, indicating that this is a consequence of muscle-intrinsic alterations (Fig 4B). Like constitutive *Nup210* knockout mice, these animals showed no significant differences fiber size distribution with control mice (Fig 4C and D). Our findings indicate that ablation of Nup210 is associated with an increase in the number of regenerating muscle fibers with no major alterations in muscle structure.

**Figure 4.**
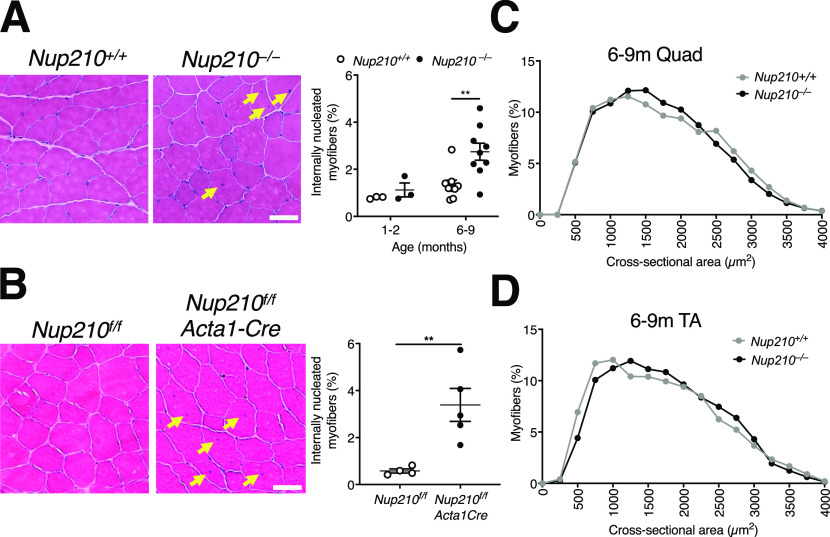
Nup210 deficiency in muscle results in increased number of centrally nucleated myofibers. **(A)** Representative H&E images (left) and quantification of centrally nucleated myofibers (right) of quadricep muscle from 6- to 9-mo-old *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 3–9). Arrows denote centrally nucleated fibers. Scale bar 50 μm. **(B)** Representative H&E images (left) and whole section quantification of centrally nucleated myofibers (right) of quadricep muscle from 6- to 9-mo-old *Nup210*^*f/f*^ and *Nup210*^*f/f*^/Acta1-Cre mice (n = 4–5). Arrows denote centrally nucleated fibers. Scale bar 50 μm. **(C)** Quantification of quadricep myofiber cross-sectional area isolated from 6- to 9-mo-old *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 3). Data are binned in 250 μm^2^ bins. **(D)** Quantification of myofiber cross-sectional area distribution in TA isolated from 6- to 9-mo-old *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 4). **(A, B)** Data are binned in 250 μm^2^ bins. **, *P* ≤ 0.01 by two-way ANOVA with Sidak’s multiple comparisons test (A), and unpaired *t* tests in (B). Data are plotted as mean ± SEM in (A, B) and as mean in (C, D).

**Figure S3.**
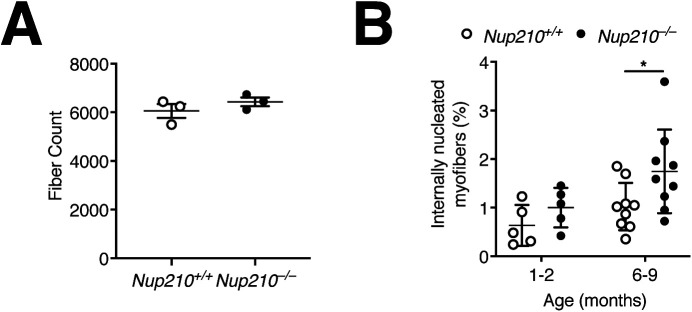
Evaluation of Quad and TA muscle. **(A)** Quantification of total fiber count for quadricep muscles from 6- to 9-mo-old *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 3). **(B)** Quantification of centrally nucleated myofibers in TA muscle from *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 5–9).

### Nup210 is required for the maintenance of normal skeletal muscle fiber type composition and for muscle endurance

Our previous work using the C2C12 myogenic model identified that Nup210 regulates the expression of muscle genes by modulating the activity of the Mef2C transcription factor (10). Mef2C is a critical regulator of muscle fiber type composition that is preferentially active in slow oxidative type I fibers (16, 17, 18). Depleting Mef2C was found to reduce the number of type I fibers in mice, while increasing its expression levels has the opposite effect (16, 19, 20). To investigate if Nup210-deficient mice show alterations in fiber type composition, we performed immunofluorescence for fiber type-specific myosin isoforms (MyHC-I, MyHC-IIa, and MyHC-IIb) in sections of soleus, a muscle with a large fraction of type I fibers. We found that whereas young (6–8 wk old) animals show no significant differences in fiber type distribution (data not shown), 6- to 9-mo-old *Nup210* knockout mice have a significant decrease in the number of type I fibers and an increased number of type II fibers, particularly type IIx fibers, compared with control mice (Figs 5A and B and S4). The total number of fibers in the soleus of both mice was not different (Fig 5C). Further characterization of soleus muscles exposed an increase in fiber size (Fig 5D). The increased CSA was not restricted to a specific fiber type and was observed in both, type I and II fibers (Fig 5E and F), indicating a modest hypertrophy of the soleus muscle.

**Figure 5.**
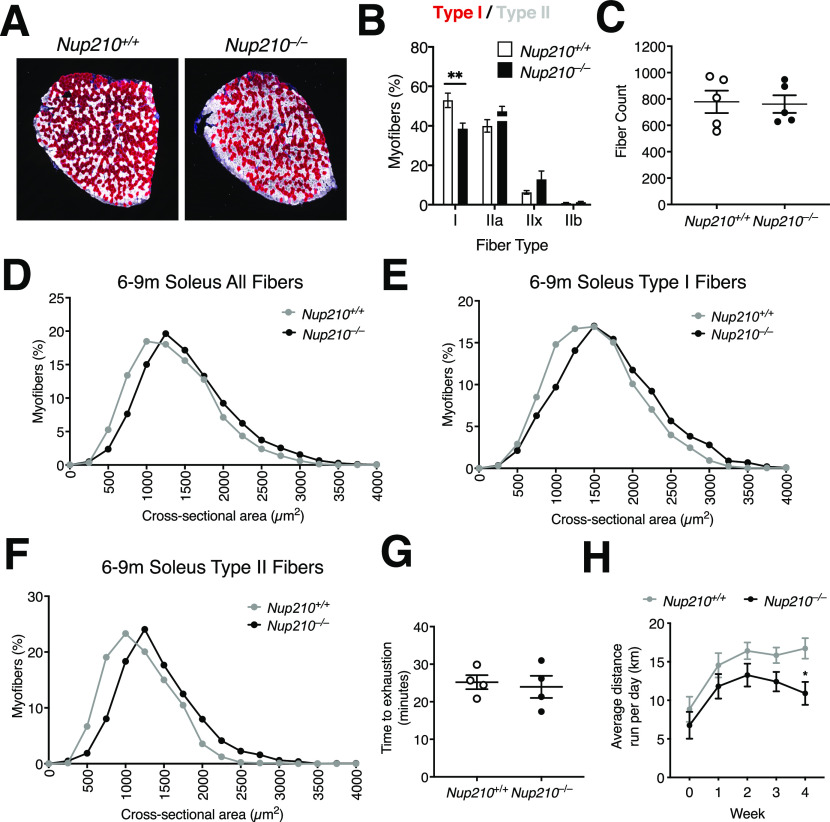
Nup210 is required for the maintenance of normal skeletal muscle fiber type distribution. **(A)** Representative immunofluorescence images showing Type I (red) and II (white) fibers in soleus of 6- to 9-mo-old *Nup210*^+/+^ and *Nup210*^−/−^ mice. **(B)** Quantification of fiber type distribution in soleus of 6- to 9-mo-old *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 5). **(C)** Quantification of total fiber count for soleus muscles from 6- to 9-mo-old mice (n = 5). **(D, E, F)** Quantification of myofiber cross-sectional area for all fibers (D), Type I fibers (E), and Type II (IIa, IIx, and IIb) fibers (F) in soleus of 6- to 9-mo-old *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 5). **(G)** *Nup210*^+/+^ and *Nup210*^−/−^ mice were subjected to treadmill exercise and the time to exhaustion was quantified. **(H)** *Nup210*^+/+^ and *Nup210*^−/−^ mice were subjected to 4 wk of voluntary running. The average distance ran per day each week was quantified and plotted. Data are plotted as mean ± SEM in (B), (C, G, H) and mean in (D, E, F). **P ≤ 0.01 by two-way ANOVA with Sidak’s multiple comparisons test.

**Figure S4.**
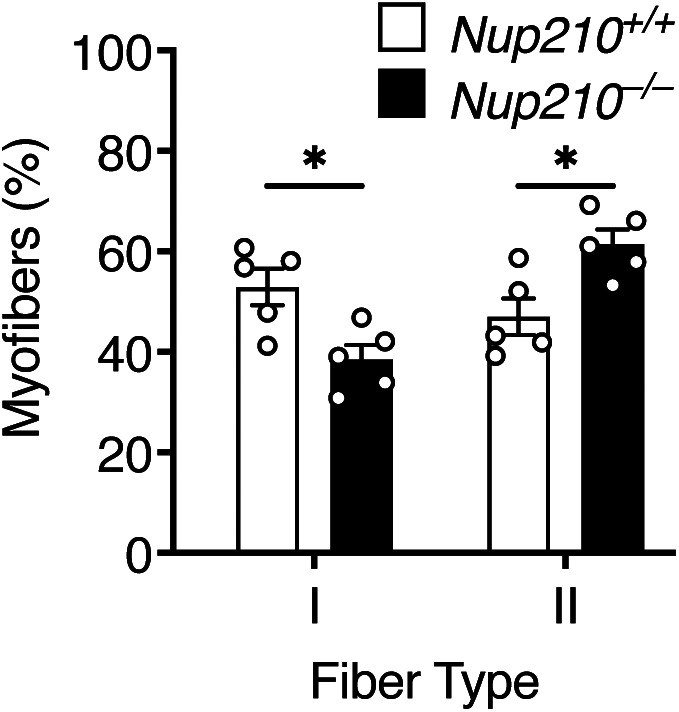
Quantification of fiber type distribution in soleus. Quantification of fiber type distribution in soleus of 6- to 9-mo-old *Nup210*^+/+^ and *Nup210*^−/−^ mice (n = 5). *P ≤ 0.05 by two-way ANOVA with Sidak’s multiple comparisons test.

Alterations in muscle fiber type distribution can impact muscle performance. To determine if deletion of Nup210 affects skeletal muscle function, we performed treadmill assays and voluntary running experiments. Whereas no differences were observed in treadmill performance between control and *Nup210* knockout mice, ablation of Nup210 resulted in a trend to lower running distances in voluntary running experiments (Fig 5G and H). The reduced endurance of *Nup210* knockout mice could potentially result from the lower number of Type I slow muscle fibers, which are predominantly used during aerobic exercise and play a key role in long-duration muscle activity.

### *Nup210*^−/−^ muscles show alterations in the expression of cell adhesion and immune genes

In the C2C12 myoblast differentiation system and the Zebrafish model, Nup210 was found to be required for the proper function of Mef2C, a key regulator of muscle development and fiber type distribution (10). 

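Quadriceps RNA from 4 mice labelled *Nup210*+/+ and 4 mice labelled *Nup210*-/- was sequenced, with 1 library per mouse. Polyadenylated RNA was selected, and strand-specific libraries were read from one end. The authors trimmed the reads, aligned them to the mouse genome (mm10) with STAR, and estimated the expression of each gene with RSEM using Ensembl annotations. The values they deposited are TPM, in which the estimate for a gene is divided by its transcript length and the sum over all genes is brought to 1000000 transcripts in each library. TPM were given for 47643 genes with 2 decimals. The number of reads behind them is unknown, so the counting error of a single value cannot be given and the precision rests on the spread between the 4 mice of a genotype. Between 18185 and 19357 genes had a TPM above 0 in a library, and the 10 genes with the highest TPM took 28.1 to 32.0% of the total. Across genes, the Pearson correlation of log2 values was 0.977 to 0.983 between *Nup210*-/- libraries and 0.963 to 0.978 between *Nup210*+/+ libraries, where genes are not independent replicates. For the comparison of genotypes, TPM were divided in each library by the median of ratios to the geometric mean of 15225 genes, a factor between 0.936 and 1.12. A pseudocount of 1 was added and log2 was taken. The 14229 genes with a mean TPM of at least 0.5 were tested with limma, with an intensity trend in the variance and Benjamini-Hochberg adjustment. Fold changes are on this log2(scaled TPM + 1) scale, which understates the change of genes with low TPM. The median log2 fold change of all tested genes was −0.01 after this scaling and −0.08 with TPM as deposited. Single genes and gene sets were also compared with two-sided exact permutation tests over the 70 ways of labelling 4 of 8 libraries, for which the smallest possible p is 0.0286.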

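*Nup210* (ENSMUSG00000030091) lies on the minus strand of chromosome 6 of GRCm38, from 91013068 to 91116829. Exon 2, which is deleted in the knockout line, spans 91101263 to 91101399 in an annotated transcript with 40 exons. It is 137 bases long and entirely coding, and leaves a remainder of 2 on division by 3. The deposited values are per gene, so they do not show whether exon 2 was present in the transcripts. *Nup210* mRNA was 9.54, 10.79, 11.93 and 8.81 TPM in replicates 1 to 4 labelled *Nup210*-/-, a mean of 10.3 ± 1.38 (SD, n = 4). In replicates 1 to 4 labelled *Nup210*+/+ it was 5.71, 10.11, 9.19 and 6.71 TPM, a mean of 7.93 ± 2.06 (SD, n = 4). The transcript level was therefore not lower in the libraries labelled *Nup210*-/-, and the directions given for other genes rest on the labels alone. The log2 fold change was 0.44 (standard error 0.147, adjusted p = 0.231 from limma with Benjamini-Hochberg adjustment). The genotypes overlapped, and the exact permutation test gave p = 0.143 on TPM and p = 0.0571 on scaled values. The alternative that moved this fold change most was library weighting in limma, with which it was 0.58.

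**Figure D1:**
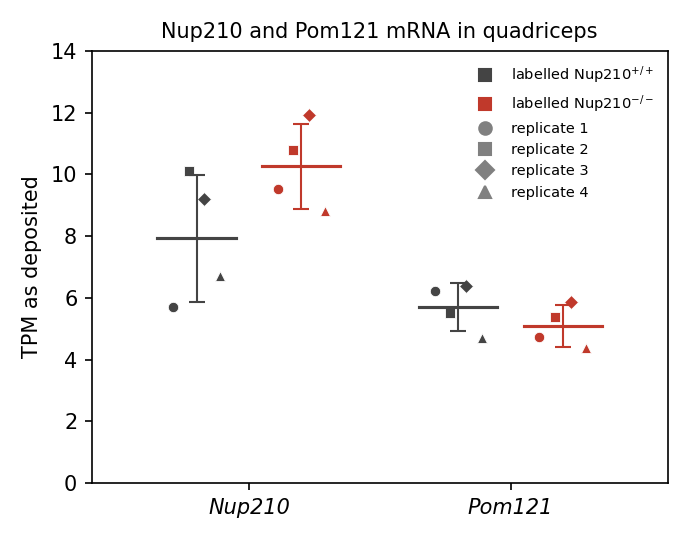
TPM of *Nup210* and *Pom121* in each quadriceps library, by genotype label. Symbols are replicates 1 to 4, horizontal lines are means and bars are SD (n = 4). For *Nup210*, libraries labelled *Nup210*-/- lie between 8.81 and 11.93 and those labelled *Nup210*+/+ between 5.71 and 10.11. For *Pom121* the ranges also overlap.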

To investigate if Mef2C function is affected in the muscle of *Nup210* knockouts animals, we performed whole genome expression studies by RNAseq. 

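Of the 14229 genes tested, 7 were higher and 9 lower in the libraries labelled *Nup210*-/- at an adjusted p of 0.05 from limma with Benjamini-Hochberg adjustment. At an unadjusted p of 0.05, 996 genes were higher and 1021 lower, where 711 in all would be expected by chance. In 1334 genes, or 9.38%, the 4 libraries of one genotype all lay on one side of the 4 of the other, against 2.86% by chance. The 16 genes were all of this kind. With a change of at least 1.5-fold as well, 7 lower genes and 1 higher gene were left. These counts depend on the settings: with upper-quartile scaling no gene passed an adjusted p of 0.05 (2071 genes at an unadjusted p of 0.05), and with library weights in limma 84 genes did. Lower and higher follow the labels, which *Nup210* mRNA itself did not separate. Of the 16 genes, the largest decrease was in *Rcan1* (chromosome 16, 92391953 to 92470867), from 132.5 ± 22.7 to 45.3 ± 1.14 TPM (SD, n = 4), a log2 fold change of −1.42 (standard error 0.148, limma adjusted p = 0.0490). *Hsp90aa1* (−0.98), *Mical1* (−0.87), *Xirp1* (−0.84) and *Cd52* (−0.81) followed in log2 fold change. The exons of *Mical1* and *Cd52* overlap those of genes on the opposite strand, and the paper's text does not say whether the RSEM estimates used the strand. Among the higher genes, *Mstn* rose from 53.3 ± 6.10 to 73.7 ± 3.82 TPM (SD, n = 4), a log2 fold change of 0.56 (standard error 0.0735, limma adjusted p = 0.0490). *Stat5b* (0.51), *Pdlim3* (0.50) and *Pla2g6* (0.50) followed. The largest increase of the 16, 2.50 (standard error 0.334), was in *Gm7367*, a processed pseudogene on chromosome 7. The size of this change depends on the pseudocount, and reads of *Gm7367* could be shared with other copies of its parent gene. *Gm7367* was at 5.18, 1.73, 7.73 and 6.77 TPM in replicates 1 to 4 labelled *Nup210*-/-, at 0.27 TPM in *Nup210*+/+ replicate 1 and listed at 0 in the other *Nup210*+/+ libraries.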

Numerous genes were deregulated upon Nup210 ablation (Fig 6A and Table S1), and Ingenuity Pathway Analysis (IPA) of genes changing expression levels by at least 1.5-fold (136 down-regulated, 30 up-regulated, q < 0.05) showed enrichment for cell adhesion/cytoskeletal and immune signaling pathways (Fig 6B). The alterations in cell adhesion/cytoskeletal genes observed in *Nup210* knockout muscles is consistent with previous studies (6, 10, 21 *Preprint*), whereas the immune signature might be related with the increased number of regenerating fibers and with muscle damage. 

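The pathway software used by the paper was not run here. Instead, gene sets written by hand from general knowledge were scored in each library as the mean deviation of their genes from the mean over the 8 libraries, on the log2 scale. Of 50 genes characteristic of leukocytes, 34 were expressed well enough to be tested, and all 34 had a lower estimate in the libraries labelled *Nup210*-/-. Their log2 fold changes ran from −2.18 for *Igkc* to −0.05 for *Aif1*. The leukocyte score was −0.32 ± 0.05 in *Nup210*-/- and 0.32 ± 0.36 in *Nup210*+/+ (SD, n = 4), a difference of −0.64, and every *Nup210*-/- library scored below every *Nup210*+/+ library (exact permutation test, p = 0.0286). *Nup210*+/+ replicate 2 had the highest score, 0.79, and *Nup210*+/+ replicate 4 the lowest of its genotype, −0.02. Without replicate 2 of *Nup210*+/+ the difference was −0.47. Of 74 genes of cell adhesion and the actin cytoskeleton, 71 were tested, of which 43 were lower and 28 higher. Their score differed by −0.13, from 0.06 ± 0.06 in *Nup210*+/+ to −0.06 ± 0.03 in *Nup210*-/- (SD, n = 4; exact permutation test, p = 0.0286). The extremes were *Tuba1b* (log2 fold change −0.91) and *Itgb6* (0.34). *Tuba1b*, like *Tuba1a* (−0.65) in the same set, is a tubulin gene and not one of the actin cytoskeleton. Both are listed in Table S1. The smaller score difference of this set did not pass an exact p of 0.05 with TPM as deposited (−0.21, exact permutation test, p = 0.0571). That scaling shifts the median of all genes to −0.08, the direction of the decrease, so this shift does not explain the lost call. The difference did not pass either with TPM rescaled after the mitochondrial and highest genes were left out. Over the 19 gene sets scored, the Benjamini-Hochberg adjusted exact p of both differences was 0.0905. A set of 12 genes of muscle regeneration, among them *Pax7* and *Myog*, differed by −0.01 (exact permutation test, p = 0.743).

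**Figure D2:**
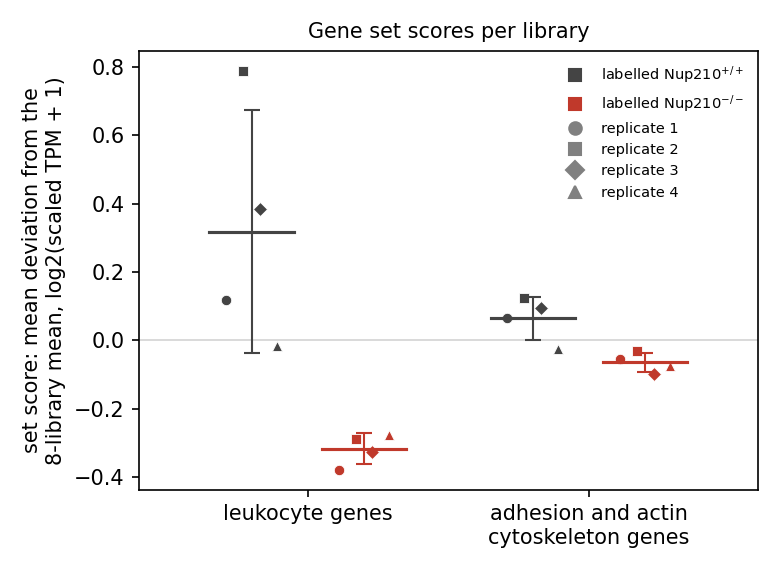
Scores of the leukocyte set and of the adhesion and actin cytoskeleton set in each library, by genotype label, as the mean deviation from the 8-library mean in log2(scaled TPM + 1). Symbols are replicates 1 to 4, horizontal lines are means and bars are SD (n = 4). In both sets all libraries labelled *Nup210*-/- lie below all those labelled *Nup210*+/+.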

Notably, even though Mef2C was among the top predicted upstream transcriptional regulators altered by *Nup210* knockout in muscle (Fig 6C), only a few genes were found changed for this pathway (Table S2). 

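*Mef2c* mRNA was 239 ± 6.29 TPM in the libraries labelled *Nup210*-/- and 220.5 ± 12.2 TPM in those labelled *Nup210*+/+ (SD, n = 4), a log2 fold change of 0.21 (standard error 0.0480, limma adjusted p = 0.126). The exact permutation test gave p = 0.0857 on TPM and p = 0.0286 on scaled values. Table S2 lists 10 targets for Mef2C. All 10 changed here in the direction of Table S1, which is a description, since the paper selected them for their change in these same libraries. *Abra* fell from 309 ± 19.6 to 189 ± 18.8 TPM (SD, n = 4), a log2 fold change of −0.61 (standard error 0.0820, limma adjusted p = 0.0490), and was the only target past an adjusted p of 0.05. Library weights in limma added *Ccr2* (adjusted p = 0.0419) and *S100a4* (adjusted p = 0.0413). With upper-quartile scaling, a mean TPM of at least 0.1 or eBayes without trend, no gene passed, so *Abra* was lost. *Atf3*, *Ccl6*, *Ccl9*, *Ccr2*, *Col1a1* and *S100a4* were also lower, with log2 fold changes from −1.36 for *Atf3* to −0.55 for *Col1a1*. *Kcna5* (0.47), *Nfatc2* (0.53) and *Zfp36* (0.68) were higher. In *Nup210*+/+, *Nfatc2* was lowest in replicate 4, at 1.24 TPM against 2.75 to 3.57 TPM in the other libraries of that genotype. On TPM, *Ccl9* alone overlapped between genotypes (exact permutation test, p = 0.143), and on scaled values *Col1a1* did too (exact permutation test, p = 0.0571). *Ccl9* was at 51.94 TPM in *Nup210*+/+ replicate 2 against 10.84 to 27.22 in the other *Nup210*+/+ libraries. Without that replicate its log2 fold change was −0.36. *S100a4* shares exon sequence with a gene model on the same strand, and in *Nup210*+/+ it was lowest in replicate 2, at 33.88 TPM against at least 41.58 TPM. *Zfp36* was highest in *Nup210*-/- replicate 4, at 16.01 TPM against at most 12.32 TPM in the other libraries of that genotype.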

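Expression of *Myom1*, *Tmod1*, *Tnnt1*, *Myh7*, *Myl9* and *Myl2*, the structural genes of Fig 6D, was compared between the genotype labels. The measure was the ratio of mean TPM in the libraries labelled *Nup210*-/- to that in *Nup210*+/+. The ratio was 1.1 for *Myom1*, 1.06 for *Tmod1*, 0.89 for *Tnnt1*, 0.987 for *Myh7*, 0.924 for *Myl9* and 0.81 for *Myl2* (n = 4 per genotype). None of the 6 genes passed an adjusted p of 0.05 in limma, and the lowest adjusted p was 0.210, for *Tmod1*. *Myom1* was at 403 ± 8.89 TPM in *Nup210*-/- and 366 ± 17.0 TPM in *Nup210*+/+ (SD, n = 4), without overlap (exact permutation test, p = 0.0286 on TPM and 0.0571 on scaled values). Its log2 fold change was 0.23 (standard error 0.0757, limma adjusted p = 0.222). *Tmod1* had a log2 fold change of 0.18 (standard error 0.0560; exact permutation test, p = 0.200 on TPM and 0.0286 on scaled values). It was the only one of the 6 genes without overlap on scaled values, Table S1 lists it as higher, and it was highest within *Nup210*+/+ in replicate 3, at 170.68 TPM against 150.02 to 152.59 TPM. The slow-fiber genes varied more between mice than between genotypes. *Tnnt1* ranged from 92.99 to 195.39 TPM in *Nup210*-/- and from 110.46 to 200.17 TPM in *Nup210*+/+, *Myh7* from 60.67 to 139.54 and from 62.83 to 121.02 TPM, and *Myl2* from 336.14 to 634.4 and from 442.45 to 720.26 TPM. The exact permutation p on TPM was 0.600 for *Tnnt1*, 0.943 for *Myh7* and 0.286 for *Myl2*. With this spread, a change of the size seen in *Myl2* was not detectable. The exons of *Myom1*, *Tmod1*, *Myh7* and *Myl2* overlap those of genes on the opposite strand.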

The altered Mef2C-regulated genes in *Nup210* knockout muscle were mostly immune related, and we found that previously identified structural genes regulated by the Mef2C-Nup210 transcriptional complex in C2C12 myotubes were not affected in this tissue (Fig 6D). These findings suggest that Nup210 regulation of Mef2C activity in mammalian skeletal muscle tissue might be compensated in the absence of this nucleoporin, which would explain the modest alterations in muscle integrity and function observed in *Nup210* knockout mice.

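*Pom121*, which encodes another transmembrane nucleoporin, was at 5.08 ± 0.672 TPM in the libraries labelled *Nup210*-/- and 5.70 ± 0.778 TPM in those labelled *Nup210*+/+ (SD, n = 4), with a log2 fold change of −0.06 (standard error 0.0949, limma adjusted p = 0.805). In a set of 28 nucleoporin genes the score differed by −0.01 (exact permutation test, p = 0.943). *Mef2a* and *Mef2d*, which encode related factors, had log2 fold changes of 0.16 (limma adjusted p = 0.211) and 0.27 (limma adjusted p = 0.111). The score of *Mef2a*, *Mef2c* and *Mef2d* together was higher by 0.21 in *Nup210*-/- (exact permutation test, p = 0.0286, adjusted over the 19 sets 0.0905). Of the 4 scalings, TPM as deposited alone lost this call (0.12, exact permutation test, p = 0.143), with the median of all genes shifted to −0.08. Table S1 lists all 3 as higher, with log2 fold changes of 0.16 for *Mef2a*, 0.22 for *Mef2c* and 0.25 for *Mef2d*. The paper reasons from the few changed Mef2C targets, most of them immune related, and from the unaffected structural genes. It proposes that the action of Nup210 on Mef2C may be compensated in mouse muscle. Its discussion also draws on earlier work on Pom121, including co-depletion with Nup210 in zebrafish, and proposes that Pom121 might anchor Mef2C instead. Levels of mRNA do not show where Pom121 protein recruits Mef2C, so they do not test this. The exons of *Pom121* overlap those of a gene on the opposite strand.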

Table S1 List of the differentially expressed genes in Nup210^+/+^ and Nup210^−/−^ quad muscle.

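Table S1 lists 282 genes with a negative and 292 with a positive log2 fold change in the paper's analysis. All of them were found among the deposited TPM, and 570 were expressed well enough to be tested. All 570 changed in the direction of Table S1, the same libraries being behind both. Across these genes, which are not independent replicates, the log2 fold changes correlated with those of the paper with a Pearson r of 0.883 and a Spearman rho of 0.975. At an unadjusted p of 0.05, 536 of the 570 passed, and in 444 the genotypes did not overlap. At an adjusted p of 0.05 from limma over all genes tested, 13 passed. Adjusted over the list alone, 533 did, which shows no stability, because the list was itself selected in these libraries. *Mical1*, *Cd52* and *Pla2g6*, also called by limma, are not in the list. The median adjusted p of the 570 genes was 0.171. Of the genes listed with a change of at least 1.5-fold, 162 were tested and 106 changed by that much here.

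**Figure D3:**
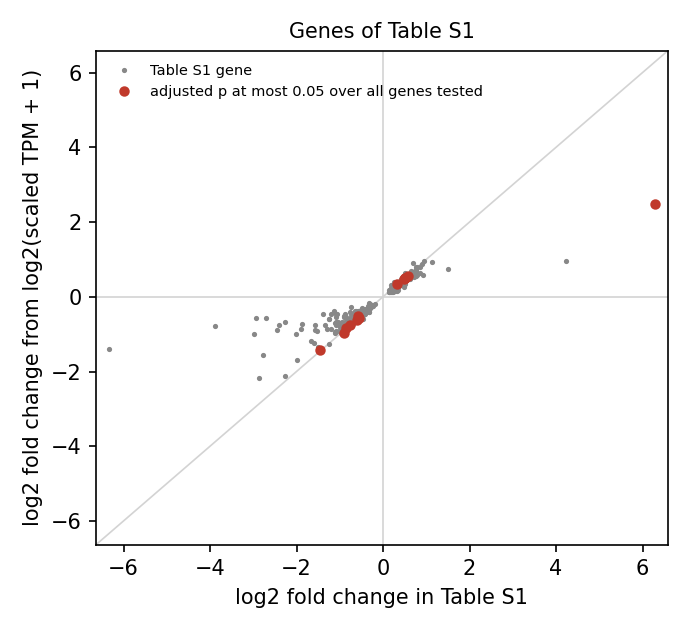
Log2 fold change of each tested gene of Table S1, as the paper reports it (horizontal axis) and as obtained here from log2(scaled TPM + 1) (vertical axis), for the libraries labelled *Nup210*-/- against *Nup210*+/+. Red points are the 13 genes with an adjusted p of at most 0.05 over all genes tested, and the diagonal marks equal values. All 570 points lie in the quadrants of equal sign, and genes far from 0 in Table S1 lie closer to 0 here.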

Table S2 List of the upstream transcriptional regulators and their target genes predicted altered by Ingenuity Pathway Analysis in Nup210^−/−^ quad muscles.

**Figure 6.**
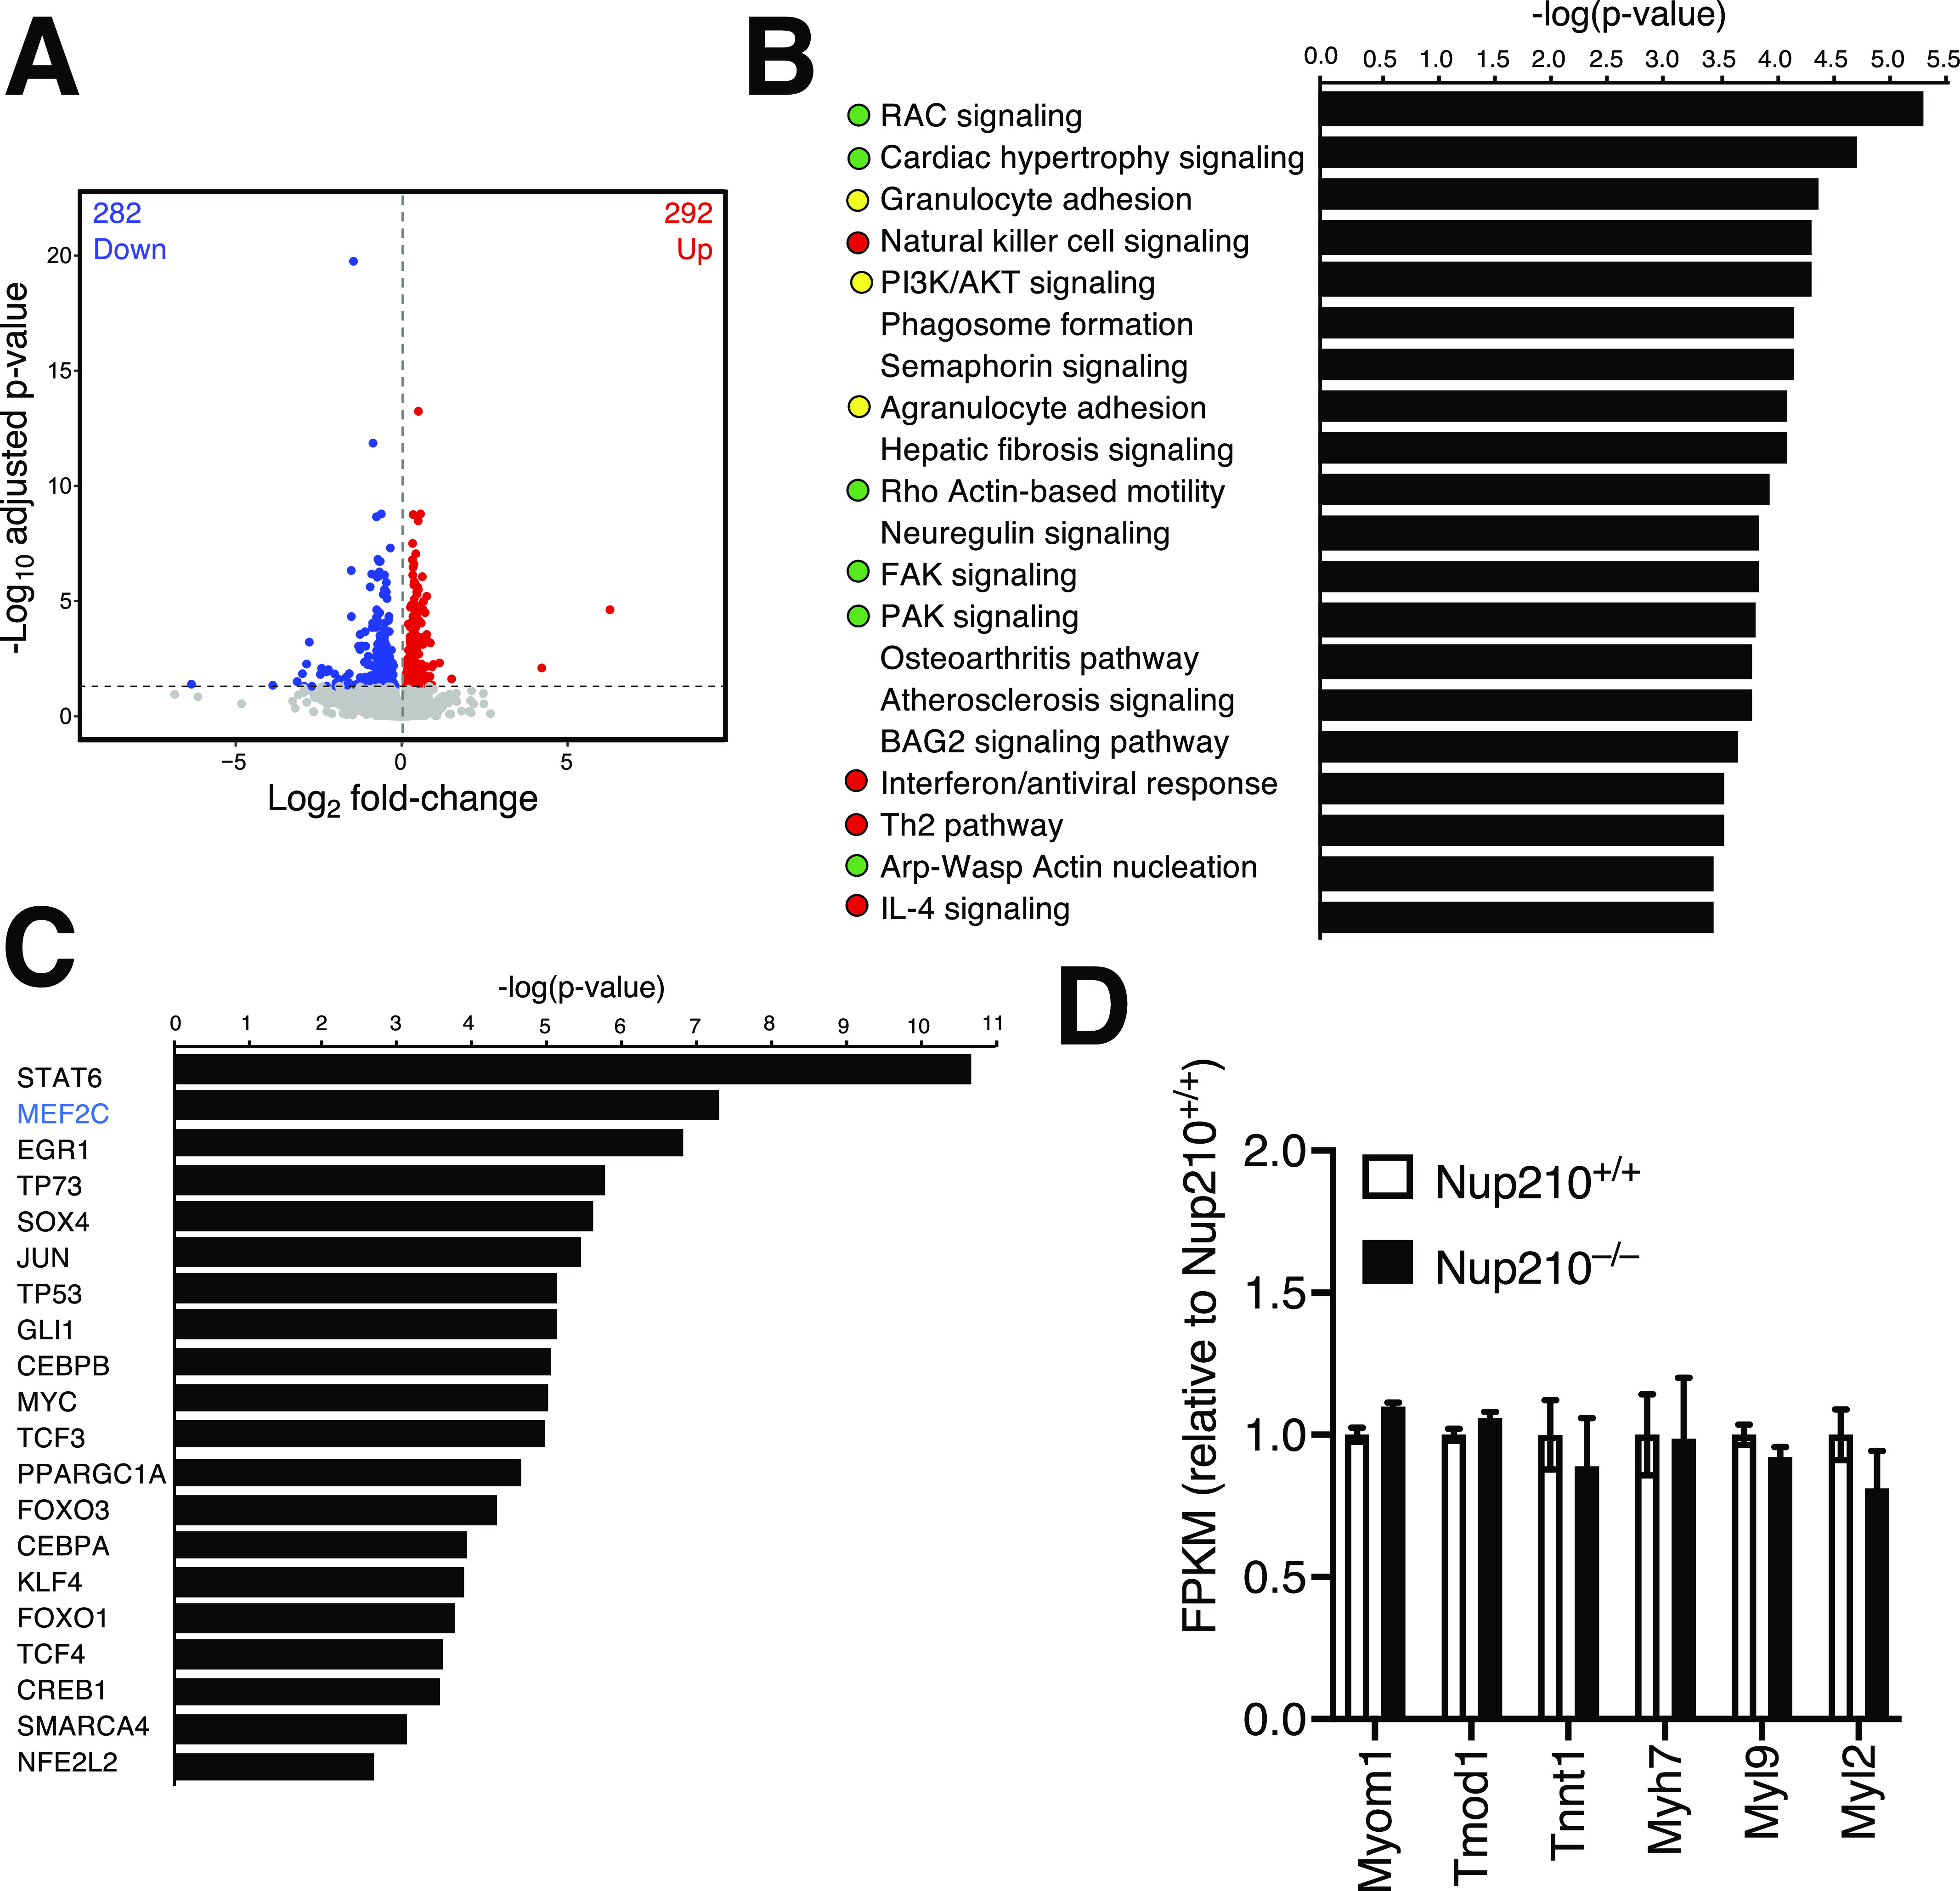
Nup210 ablation affects the expression of cell adhesion and immune genes. **(A)** Volcano plot of RNA-seq transcriptome data for *Nup210* knockout quad muscle relative to control muscle. Significantly up- and down-regulated genes are reported as red and blue dots, respectively (q < 0.05). Genes not changing expression are represented as gray dots. **(B)** Ingenuity Pathway Analysis of genes deregulated in *Nup210* knockout quad muscle (>1.5 fold, q < 0.05). The top 20 pathways are shown. Green dots mark cell adhesion/cytoskeletal-related pathways, red dots show immune-related pathways, yellow dots show pathways associated with both. **(C)** Upstream transcriptional regulators predicted to be altered in *Nup210* knockout muscle by Ingenuity Pathway Analysis. Only pathways with at least 10 target genes affected were included in the analysis. The top 20 pathways are shown. Mef2C is shown in blue. **(D)** Expression levels for Mef2C muscle structural target genes from the RNAseq data from. Data are plotted as mean ± SEM.

## Discussion

A significant body of evidence accumulated over the past few years indicates that nucleoporins, the components of the NPC channels, can play tissue-specific functions (1, 2). These findings have provided an explanation of why mutations in individual nucleoporins can result in diseases with markedly tissue-specific phenotypes (22, 23). Despite the growing number of specific functions recently described for nucleoporins, the in vivo roles of most NPC components in mammalian organisms have not been investigated. We previously identified that the transmembrane protein Nup210, the first described tissue-specific nucleoporin, is differentially expressed during myogenesis and is required for the differentiation of the myoblast cell line C2C12 (6, 11). We also identified that its depletion during Zebrafish development results in a progressive deterioration of skeletal muscle integrity and function (10). Here, we used a combination of constitutive and cell type-specific mouse knockout lines to investigate how deletion of Nup210 affects the physiology of mammalian skeletal muscle. We found that Nup210 ablation in mice does not alter embryonic muscle development or growth but leads to a modest increase in the number of centrally nucleated fibers as animals age. Centrally nucleated fibers are a common feature of muscles from patients and animal models of diverse muscle dystrophies (24, 25, 26, 27, 28, 29). They are also considered a marker of muscle regeneration, and generally result from increased muscle damage or from alterations in muscle repair. Analysis of muscle regeneration after injury showed that Nup210 deletion results in higher numbers of smaller fibers compared with control animals, suggesting a delay in the muscle repair process. Because muscle maintenance during adulthood requires the constant regeneration of muscle tissue, alterations in muscle repair could explain the accumulation of centrally nucleated fibers in the skeletal muscles of *Nup210* knockout animals as they age.

Muscle regeneration requires the activation and differentiation of satellite cells (30). Consistent with previous findings using the C2C12 myogenic model, we found that Nup210 is differentially expressed during satellite cell differentiation. Yet, ablation of this nucleoporin in primary satellite cells did not inhibit their ability to differentiate and form myotubes as it did in C2C12 cells. It is possible that the higher differentiation robustness of primary satellite cells when compared with C2C12 myoblasts can compensate for Nup210 defects. An alternative explanation is that C2C12 myoblasts may carry additional alterations that make them dependent on Nup210 function. In any case, our findings indicate that the decreased muscle repair observed in *Nup210* knockout animals is not a consequence of defects in muscle satellite cell differentiation.

Analysis of fiber type distribution in control and *Nup210* knockout mice showed that these animals also develop alterations in fiber type distribution, with a reduced number of type I fibers. How Nup210 contributes to the proper maintenance of fiber type distribution in skeletal muscle is currently unknown. Our previous work identified that in differentiated C2C12 cells Nup210 regulates the activity of Mef2C, a transcription factor that is critical for fiber type specification and the formation of slow type I muscle fibers. But even when our RNAseq analyses of gene expression in *Nup210* knockout muscle identified Mef2C as deregulated transcriptional pathway, the altered genes identified for this pathway were immune-related and no significant changes in the activity of muscle genes previously identified to be co-regulated by Nup210-Mef2C were observed. This suggests that the function of Mef2C in *Nup210* knockout muscle might be compensated for in vivo. Notably, our previous work identified that Pom121, another transmembrane nucleoporin, can partially compensate for Nup210-deficient muscle phenotypes by recruiting Mef2C to nuclear pores (10). In Zebrafish, co-depletion of Nup210 and Pom121 results in stronger muscle defects that cannot be rescued by increasing Mef2C activity. These findings suggest that Pom121 is not required for muscle function when Nup210 is present, but when Nup210 is absent, Pom121 might partially ameliorate the muscle defects by acting as an additional anchor for Mef2C. Unfortunately, because of the difficulty detecting Mef2C-NPC association in muscle sections by proximity ligation assays we have not yet been able to determine if Mef2C recruitment to nuclear pores is disrupted or maintained in *Nup210*^−/−^ muscle. In future studies, it will be interesting to determine if Pom121 is indeed responsible for the compensation of Mef2C activity in *Nup210* knockout mice and to establish if other transcription factors predicted to have altered activity in the absence of Nup210 contribute to the muscle defects observed in these animals.

## Materials and Methods

### Animals

Mice were fed ad libitum and housed under 12-h light/12-h dark cycles at the Sanford Burnham Prebys Medical Discovery Institute. For all mice, a marker-assisted speed congenic breeding strategy achieved 99.9% backcross to the C57BL/6J strain. Existing *Nup210*^flox/flox^ (*Nup210*^f/f^) mice were crossed with Hprt^Cre^ mice (stock no. 004302; The Jackson Laboratory) to generate *Nup210*^−/−^ mice as previously described (12). *Nup210*^f/f^/Pax7-CreER^T2^ mice were generated by crossing Nup210^f/f^ mice with Pax7-CreER^T2^ mice, obtained as a kind gift from A Sacco (15), and the crossing of *Nup210*^f/f^ and HSA-Cre79, or ACTA1-Cre (stock no. 006149; The Jackson Laboratory) mice generated *Nup210*^f/f^/Acta1-Cre mice. *Nup210*^f/f^/Pax7-CreERT2 mice were further crossed with Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^ mice carrying the R26RTd Cre reporter (31) to generate *Nup210*^f/f^/Pax7-CreERT2/Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^ genotype mice. The Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^ mice were kindly gifted by A Zovein.

### In vivo mouse experiments

All mouse experiments were reviewed and approved by the Institutional Animal Care and Use Committee and performed in accordance with institutional guidelines and regulations. For muscle injury, mice were fully anesthetized with isoflurane and the (TA) muscle was injured by injection of 50 μl 1.2% BaCl_2_ solution with repeated piercing using a 27.5 G syringe. This procedure was repeated for serial injury experiments, with each injury spaced 25 d apart for a total of three injuries. 25 d after the final injury mice were euthanized and tissues were collected. For tamoxifen-inducible knockout experiments, *Nup210*^f/f^/Pax7-CreER^T2^ mice were administered 2 mg tamoxifen (T5648-1G; Sigma-Aldrich) suspended in corn oil via intraperitoneal injection three times with 48 h between injections.

### Mouse strength evaluation

For treadmill experiments, mice were acclimated to the Columbus Instruments treadmill for 15 min before turning the instrument on. The Simplex II controller was switched on and mice ran for 4 min at 11 m per minute. Treadmill speed was then increased by 1 m per minute each minute until the mice were exhausted. Time of exhaustion was recorded. Exhaustion was determined by failure to continue running for 5 s or stopping running three times for at least 2 s. For voluntary running experiments, mice were singly housed with a Med Associates wireless low profile running wheel (ENV-044). Running data were transmitted to a Med Associates USB interface hub (DIG-804).

### Satellite cell isolation and differentiation

Satellite cells were isolated as described previously (32). Briefly, TA, gastrocnemius and quadriceps muscles of mice were subjected to enzymatic dissociation (0.2% Collagenase type II and 0.02 units/ml Dispase II; Sigma-Aldrich) for 30 min. Muscle was then minced and filtered through a 70-μm nylon filter and incubated with the following biotinylated antibodies: CD45 (clone 30–F11), CD11b (Cat. no. #553309), CD31 (Cat. no. #5011513), and Sca1 (clone E13–161.7) (all BD Bioscience and 1:150 dilution). Streptavidin beads (1:10 dilution; Miltenyi Biotech) were then added to the cells together with the following antibodies: integrin-α7–phycoerythrin (PE) (Cat. no. #R2F2; Ablab, 1:100 dilution) and CD34–Alexa 647 (clone RAM34; eBioscience, 1:50 dilution), after which magnetic depletion of biotin-positive cells was performed. The (CD45^−^CD11b^−^CD31^−^Sca1^−^) CD34^+^integrin-α7^+^ satellite cell population was then live cell sorted by flow cytometry using a FACSAria II Cell Sorter (BD Biosciences) with a 70-μm nozzle. Sorted cells were plated in DMEM, 20% FBS, and GlutaMAX for 48 h. Cells were then differentiated in DMEM and 2% horse serum for 72 h before being fixed for immunofluorescence.

### Mouse muscle section preparations

Mice were euthanized by isoflurane overdose on the final day of the experiment. The indicated muscles were collected and frozen in OCT (Tissue-Tek) using isopentane equilibrated to liquid nitrogen. All muscles were cut into 10-μm frozen sections using a cryostat (Leica Biosystems). Frozen sections were thawed and processed for histology or immunofluorescence. Hematoxylin and eosin, Gomori trichrome, periodic acid–Schiff, and toluidine staining procedures were performed by the Sanford Burnham Prebys Histology Core, imaged using Leica Aperio AT2, and accessed using Aperio Scanscope software (Leica Biosystems).

### Western Blot analyses

Tissues were homogenized with RIPA buffer containing Protease and Phosphatase inhibitors (HALT Inhibitor Cocktail; Thermo Fisher Scientific) using the Qiagen TissueLyser and centrifuged at 3,000*g* for 10 min at 4°C to remove tissue debris. Protein extracts were transferred to new tubes and DNA was sheared by passing them through a 29 G syringe at least 10 times. Extracts were centrifuged at 3,000*g* for 10 min at 4°C to remove any insoluble fraction, and protein concentration was determined using the Pierce BCA reagent (Thermo Fisher Scientific).

For Western Blot analysis extracts were prepared at 2 mg/ml concentration with LDS Sample Buffer premixed and NUPAGE Sample Reducing Agent (Life Technologies), and incubated for 10 min at 70°C. 80–100 μg of protein were resolved by SDS–PAGE on NUPAGE Novex 3–8% tris-acetate protein gels (Life Technologies) and blotted to nitrocellulose membranes using an iBlot2 Dry Blotting System. Membranes were stained with Ponceau, washed with TBS, and blocked for 1 h at RT with TBS-0.1% Tween 20 (TBS-T) containing 5% non-fat milk, and incubated with primary antibodies overnight at 4°C. After three washes with TBS-T, the secondary antibody was added and incubated for 1 h at RT. Membranes were then washed and developed using SuperSignal West Pico Plus Chemiluminescent Substrate (Thermo Fisher Scientific).

For immunoprecipitations, 100 μl of tissue extract containing 2 mg of total protein were diluted to 1 ml in IP Buffer containing 50 mM Tris HCl, pH 7.4, 150 mM NaCl, 0.5% NP40, 1 mM EDTA, 1 mM MgCl_2_, 0.5 mM DTT, and Protease and Phosphatase Inhibitors. Extracts were incubated with Protein A/G Dynabeads for 1 h to remove non-specific binding. 1 μg of anti-Nup210 antibody was added to each clarified extract. Immunoprecipitations were performed overnight at 4°C on a rotator. The next morning, Protein A/G Magnetic Beads (Pierce) were added, and samples were incubated on a rotator for 1 h at 4°C. Immunoprecipitations were washed three times for 5 min with IP buffer at 4°C and eluted from the beads by incubation with 100 μl 2× LDS sample buffer with a reducing agent for 15 min at 70°C. Five percent of the input and 60% of the volume of each immunoprecipitation were analyzed by Western blot as described above.

### Immunofluorescence

Frozen sections of mouse tissues were thawed and blocked in IF Buffer (0.2% Triton X-100, 10 mg/ml BSA, and 0.02% SDS in 1× PBS) at RT for 1 h, or overnight at 4°C. For fiber size analyses, sections were incubated with Rabbit anti-Laminin primary antibody in IF Buffer at RT for 1 h. For fiber typing, sections were additionally incubated with primary antibodies against MyHC-I, MyHC-IIa, and MyHC-IIb distributed by the Developmental Studies Hybridoma Bank (DSHB, University of Iowa) in IF Buffer overnight at 4°C. All sections were washed in IF buffer before incubation with secondary antibodies in IF buffer for 1 h at RT. All sections were washed in IF buffer, incubated with 1 μg/ml Hoechst 33342 (Life Technologies) for 5 min, mounted with VECTASHIELD (Vector Laboratories), and imaged via laser confocal microscopy (DMi8 Leica SP8). An ImageJ script (Supplemental Data 1) identified fiber boundaries using the anti-Laminin staining and measured CSA, and the fiber type was identified based on mean gray value of fluorescence measured for each of the fiber type-specific antibodies within the muscle fiber boundaries defined by the previously discussed script. The following antibodies were used: Nup210 (A301-795A; Bethyl Laboratories), MHC (DSHB, MF 20, deposited to the DSHB by Fischman DA), anti-Laminin (L9393; Sigma-Aldrich), anti-MyHC-I (DSHB, BA-D5, deposited to the DSHB by Schiaffino S), anti-MyHC-IIa (DSHB, SC-71, deposited to the DSHB by Schiaffino S), and anti-MyHC-IIb (DSHB, BF-F3, deposited to the DSHB by Schiaffino S).

### RNA sequencing

Quad muscles from four *Nup210*^+/+^ and four *Nup210*^−/−^ mice were snap frozen and then homogenized in Trizol reagent (Thermo Fisher Scientific) using the Qiagen TissueLyser LT. RNA was transferred to the aqueous phase by Trizol manufacturer specifications. After the addition of 70% ethanol, the total RNA was purified using the PureLink RNA Mini kit (Thermo Fisher Scientific). RNA quality and integrity was confirmed using the Agilent 2100 Bioanalyzer (Agilent Technologies). PolyA RNA was isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module and barcoded libraries were made using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB). Libraries were pooled and single end sequenced (1X75) on the Illumina NextSeq 500 using the High output V2 kit (Illumina Inc.). Illumina Truseq adapter, polyA, and polyT sequences were trimmed with cutadapt v2.3 using parameters “cutadapt -j 4 -m 20 --interleaved -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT Fastq1 Fastq2 | cutadapt --interleaved -j 4 -m 20 -a “A{100}” -A “A{100}” - | cutadapt -j 4 -m 20 -a “T{100}” -A “T{100}” -.” Trimmed reads were aligned to mouse genome version 38 (mm10) using STAR aligner v2.7.0d_0221 (33) with parameters according to ENCODE long RNA-seq pipeline (https://github.com/ENCODE-DCC/long-rna-seq-pipeline). Gene expression levels were quantified using RSEM v1.3.1 (34). Ensembl gene annotations version 84 were used in the alignment and quantification steps. RNA sequence, alignment, and quantification quality was assessed using FastQC v0.11.5 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and MultiQC v1.8 (35). Biological replicate concordance was assessed using principal component analysis and pairwise Pearson correlation analysis. Lowly expressed genes were filtered out by applying the following criterion: estimated counts (from RSEM) ≥ number of samples × 5. Filtered estimated read counts from RSEM were compared using the R Bioconductor package DESeq2 v1.22.2 based on generalized linear model and negative binomial distribution (36). False discovery rate adjusted *P*-values were calculated using the Benjamini–Hochberg correction for multiple testing (Cufflinks). Differentially expressed genes were selected with a false discovery rate of q-value ≤ 0.05 and fold change ≥1.5 or ≤1.5. Differentially expressed genes were then analyzed using Ingenuity Pathway Analysis (IPA; QIAGEN).

Supplemental Data 1. Image J macro.

### Data collection and analysis

Data were recorded and collected using Microsoft Excel. Figures were generated, and statistical analyses performed, in GraphPad Prism 8.4.2 (464). Statistical testing was conducted using two tailed unpaired *t* test when comparing two groups, one-way ANOVA with Sidak’s multiple comparisons test if significant differences were identified by one-way ANOVA for comparisons of three or more groups. Statistical significance was evaluated for *P* < 0.05. All immunofluorescence images were analyzed in Leica Application Suite X software v3.5.5.19976 and ImageJ v2.1.0/1.53c (National Institute of Health). All histology images were accessed using Aperio Scanscope software (Leica Biosystems). Live cell sorting was performed using the BD FACSDIVA Software (BD Biosciences). Voluntary running wheel data were acquired with Med Associates Wheel Manager (SOF-860).

## Data Availability

The muscle RNAseq data from this publication have been deposited to the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier GSE188803.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

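RNA from quadriceps muscle of 4 mice labelled *Nup210*+/+ and 4 mice labelled *Nup210*-/- was measured by RNA sequencing, with 1 library per mouse. The genotypes and replicate numbers were taken from the sample labels and the methods of the paper. The paper's text does not give the age or sex of these mice.

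The authors selected polyadenylated RNA, made directional libraries, sequenced them single-end, trimmed adapters and homopolymers with cutadapt, aligned the reads to mm10 with STAR using the ENCODE long RNA-seq parameters, and estimated expression with RSEM using Ensembl annotations. The authors then deposited one table of TPM per gene and library, without pooling replicates. Each library sums to 1000000 within rounding, over 47643 genes. TPM are relative to the total of the library and to transcript length, so a gene that takes more of one library lowers the others, and depth cannot be recovered from them. The authors compared estimated counts with DESeq2 after a filter on low counts and ran pathway software on the genes they called. Those counts and that software were not used here, so the test of the paper could not be repeated, and the filter of the methods is not applied in the deposited TPM.

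TPM were scaled in each library by the median of ratios to the geometric mean over the 15225 genes above 0 in all libraries. Values are log2(scaled TPM + 1). The 14229 genes with a mean TPM of at least 0.5 were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) with genotype as the only term and Benjamini-Hochberg adjustment over all genes tested, at an adjusted p of 0.05. A change of at least 1.5-fold was required where the paper required it. Single genes were also compared with two-sided exact permutation tests over the 70 labelings of 4 against 4, whose smallest p is 0.0286. Gene sets were scored per library as the mean deviation of their genes from the 8-library mean and compared with the same exact test. The members of the sets were written by hand before the data were examined, as were the designs, the alternatives and the rule for naming genes, except for the marker sets used to examine single libraries, which were chosen afterwards. The rule named the genes that the paper names in its RNA sequencing results and discussion, the 5 genes of Table S1 with the lowest adjusted p, the 5 lower and 5 higher genes with the largest change among those past an adjusted p of 0.05 without overlap of genotypes, and the members of a set with its largest or smallest change. Genes named outside it, after the main results, were chosen after their values were seen.

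The limma analysis was tested on simulated data for the 14229 genes, with 20 simulations each. With no gene changed, it called 0.1 genes on average. Of 200 genes changed by a log2 fold change of 0.5 it recovered 30.7%, of 200 changed by 1 it recovered 84.7%, and of 200 changed by 2 it recovered 97.1%, all with the right sign. On average 2.85, 8.45 and 9.85 unchanged genes were called as well. The noise was normal, independent between genes and of equal variance in all libraries, with the variance that limma estimated. No library was made to deviate, as *Nup210*+/+ replicate 2 did, so these shares need not hold for the real libraries.

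Because depth is unknown, no confidence interval for a single library is given. No 2 libraries were close enough to be the same library: pairs shared the same TPM to 2 decimals for at most 201 of the tested genes. The same replicate numbers occur in both genotypes in the sample labels, and this is the only source of a pairing. The mice are different animals, so the pairing was tried only as an alternative. Coordinates, exons, transcript lengths and GC content are from GENCODE M21 on GRCm38 (mm10), a newer release than the Ensembl annotations of the authors, matched by Ensembl gene identifier. Of 34 named or called genes, the exons of 10 overlap another gene, of which 1, *S100a4*, on the same strand. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

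The alternatives were pseudocounts of 0.1 and 0.5, filters at any TPM above 0, a mean TPM of 0.1 and a mean TPM of 1, TPM as deposited, upper-quartile scaling, TPM rescaled after the mitochondrial genes and the 20 genes with the highest TPM were left out, eBayes without the trend, robust eBayes, library weights (arrayWeights in limma), the replicate number as a block, a lower fold minimum and the same minimum on the ratio of mean TPM, the camera test of limma for sets, sets without the genes of Table S1, and each library left out in turn. All were run.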

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

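The tests on red cell precursors, B cell precursors and thymus genes in mean relative TPM were chosen before their results were seen, and the other tests in this part only after the result was seen.

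In each genotype, the highest or lowest library was compared with the other libraries as its gap to the nearest of them over the range of the 4. Among 114 such groups, 10 had a gap larger than chance gives in 1 of 20 groups of 4, where 5.7 would be expected by chance. Of these 10, 5 came from *Nup210*+/+ replicate 2, and several of the measures were themselves chosen after the data had been looked at, so the number says little beyond chance.

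*Nup210*+/+ replicate 2 was far from the other *Nup210*+/+ libraries in 487 genes that were more than 2 times as high there as in every other library, against 64 to 91 such genes in the others (gap 0.936 of the range). Among them were 6 genes of granulocyte precursors (*Elane*, *Mpo*, *Prtn3*, *Ctsg*, *Ms4a3* and *Cebpe*), whose summed TPM was 381.69 against 0.31 to 2.12 (gap 0.995). The summed TPM of 4 Y-linked genes was 9.07 against 0.01 to 0.2 (gap 0.979), while *Xist* was at 36.45 TPM, so both Y-linked and X-inactivation transcripts were present. The proliferation score was 1.74 against −0.29 to −0.14 (gap 0.929). RNA of male cells in this library predicts a high Y-linked signal, and the summed TPM was 13.0 times that of the highest other library, *Nup210*-/- replicate 4, which restates the excess that prompted the test. If the source were bone marrow, red cell precursor genes would be high. The mean relative TPM of 8 such genes was 0.333 times that of the highest other library, but their summed TPM, almost all of it from *Tfrc*, was 1.29 times the highest other, and a score of hemoglobin genes and *Alas2* was also highest there (1.49), so this is left undecided. B cell precursor genes were 1.16 times the highest other library in mean relative TPM and 0.876 times in summed TPM, too close to decide. Thymus genes were 0.461 times the highest other library in mean relative TPM and 0.628 times in summed TPM, which goes against thymus. The 10 highest genes took 29.3% of TPM, inside the range of the other libraries. A candidate explanation that remains is RNA from male, dividing cells of the granulocyte lineage mixed into a library from a female mouse. Bone marrow RNA cannot be told apart from it. This is a hypothesis formed and tested on the same data. Because it appears in 1 of 4 libraries, it does not follow genotype, and no biological explanation was tested.

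The score of 17 proliferation genes, of which 2 are in Table S1, differed by −0.52 with all libraries (exact permutation test, p = 0.4), and by 0.039 without *Nup210*+/+ replicate 2 (exact permutation test, p = 0.771). It passed an exact p of 0.05 in neither case, so the p-values decide nothing about that library.

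In *Nup210*-/- replicate 4 the summed TPM of the Y-linked genes was 0.7, all of it from *Eif2s3y*, against 0 to 0.03 in the other *Nup210*-/- libraries (gap 0.957). Its X-linked copy *Eif2s3x* was at 66.23 TPM there, and sharing of reads between the copies was not tested.

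In the same library the score of 10 genes around growth hormone and Stat5 signaling was −0.46 against −0.08 to −0.04 in the other *Nup210*-/- libraries (gap 0.904), with *Cish* at 0.95 TPM against 4.27 to 6.41. For *Zfp36*, *Nup210*-/- replicate 4 was at 16.01 TPM against 12.04 to 12.32 (gap 0.929), and without it the log2 fold change was 0.57. For *Tmod1*, *Nup210*+/+ replicate 3 was at 170.68 TPM against 150.02 to 152.59 (gap 0.876), and without it the log2 fold change was 0.18. For *S100a4*, *Nup210*+/+ replicate 2 was at 33.88 TPM against 41.58 to 42.18 (gap 0.928), and without it the log2 fold change was −0.74. *Gm7367* was at 0.27 TPM in *Nup210*+/+ replicate 1 and listed at 0 in the other *Nup210*+/+ libraries, which makes the gap 1 by construction, and without that replicate the log2 fold change was 2.58. In *Zfp36*, *Tmod1*, *S100a4* and *Gm7367* the direction of the difference between genotypes did not rest on the distant library. No biological explanation was tested for these values.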

How the results depend on the processing

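Every alternative was set before the result was seen, and so were the other splits of the libraries. Directions follow the labels, which *Nup210* mRNA did not separate.

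At an adjusted p of 0.05 in limma, 9 genes were lower and 7 higher. A mean TPM of at least 1 gave 14 higher genes and a pseudocount of 0.1 gave 11, and library weights gave 41 lower and 43 higher. Testing all genes with a TPM above 0 in any library gave 1 lower and 0 higher (2480 genes at an unadjusted p of 0.05), a mean TPM of at least 0.1 gave 0 of either (2244), upper-quartile scaling 0 (2071) and eBayes without trend 0 (1952). The 1 gene called with all genes above 0 was not among the 16. TPM as deposited gave 2 higher genes and TPM rescaled without mitochondrial and highest genes also 2, so that 14.3% and 20% of the calls were higher, against 43.75% after median-of-ratios scaling. All 16 genes were among those called with either pseudocount, a mean TPM of at least 1, robust eBayes or library weights, 9 with TPM as deposited and 8 with rescaled TPM. Across the 8 fits that each left out one library, 0 to 8 genes were lower and 0 to 2 higher. The lowest adjusted p over all genes lay between 0.00150 and 0.186 across all settings, and that of the 16 genes between 0.0490 and 0.0497 in the setting reported.

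With a change of at least 1.5-fold, 7 genes were lower and 1 higher. The counts were 1 and 0 with all genes above 0, 0 and 0 with a mean TPM of at least 0.1, upper-quartile scaling or eBayes without trend, and 26 and 8 with library weights. Higher genes numbered 7 with a lower fold minimum, 3 with a pseudocount of 0.1, 5 with a mean TPM of at least 1 and 3 with robust eBayes. Leaving out one library gave 0 to 8 lower and 0 to 2 higher. Of the Table S1 genes, 13 passed an adjusted p of 0.05 over all genes, 0 with all genes above 0, a mean TPM of at least 0.1, upper-quartile scaling or eBayes without trend, 22 with a mean TPM of at least 1 and 76 with library weights, and 0 to 6 with one library left out. The cause was not tested for any of these counts.

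Libraries with the same replicate number did not deviate together (mean correlation of 0.0194 over genes), and they are from different mice. With the replicate number as a block, 0 genes passed an adjusted p of 0.05 (1850 at an unadjusted p of 0.05), so also 0 with 1.5-fold in either direction and 0 of Table S1. The set differences are unchanged in size by a block, and the smallest p of paired sign flips is 0.125, so they could not pass.

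The 8 splits of the libraries that part all same-numbered pairs, the real one included, were compared: 1 gave at least 16 genes at an adjusted p of 0.05, the real one, and the others gave 0 to 2. For genes also changed by 1.5-fold, 1 of the 8 gave at least 8. With 8 splits the share cannot be below 1 in 8, so these alone do not decide. The other 27 splits keep some same-numbered libraries together, and 0 of them gave as many, with 0 to 3 genes each. Over all 35 splits the real one alone gave as many, for both counts.

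The leukocyte score difference of −0.64 was negative under all alternatives, from −0.75 to −0.47 with one library left out. With a *Nup210*-/- library left out the exact permutation p was 0.0571 each time, 2 of 35 labelings, although all remaining *Nup210*-/- libraries still scored below all *Nup210*+/+ libraries, so this is no loss of the difference. The adhesion and actin cytoskeleton difference of −0.13 was also negative throughout, from −0.16 to −0.11 with one library left out. It did not pass with TPM as deposited (−0.21, exact p = 0.0571), with rescaled TPM (−0.16, exact p = 0.0571), or in the camera test of limma with estimated correlation between genes (p = 0.0829, difference −0.13). With a *Nup210*-/- library left out its exact p was 0.0571 as well, without overlap of the genotypes. Without its Table S1 genes it was −0.057 (exact p = 0.0857), but those genes were selected for their change in these libraries, so leaving them out pulls the difference towards 0 and does not test it. The cause was not tested. TPM as deposited shift the median of all genes to −0.08, the direction of the decrease, so that shift does not explain the lost call.

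The log2 fold change of *Nup210* was positive in all settings, from 0.32 to 0.56 with one library left out, and past an adjusted p of 0.05 in limma in none. No Fig 6D gene passed in any setting, the 10 Mef2C targets had the direction of Table S1 in all, and so did all Table S1 genes tested, of which there were 556 with a mean TPM of at least 1 and 570 in the setting reported. Because those targets and genes were selected in these libraries, this shows no stability.

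Directions reversed in genes whose fold change was close to 0. *Myh7* (0.02) was −0.076 with TPM as deposited, −0.018 with rescaled TPM, −0.19 with library weights, and from −0.18 to 0.22 with one library left out. *Myl9* (−0.02) was 0.0067 with upper-quartile scaling and from −0.073 to 0.034 with one library left out. *Tnnt1* (−0.12) was from −0.31 to 0.053 with one library left out. The cause was not tested. Over 28 single genes and 560 comparisons, 145 were weaker, 2 stronger, 14 reversed and 399 unchanged in side and direction. Because the depth is unknown, how far counting error limits genes with low TPM could not be assessed.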

Differences from the paper's values

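In this part, the ratio of mean TPM for *Gm7367* alone was chosen after a result was seen.

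The paper reports 136 down-regulated and 30 up-regulated genes at its adjusted p and 1.5-fold, where limma on TPM gave 7 and 1. Table S1 of the paper holds 282 down-regulated and 292 up-regulated genes, where 9 and 7 were obtained here. None of the alternatives set before the data were examined closed any of these gaps, and library weights came nearest, with 26 and 8 genes at 1.5-fold and 41 and 43 without it.

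For *Ccr2* the log2 fold change in Table S1 of the paper is −0.88 (standard error 0.179), and here it was −0.68. It was within that error with a pseudocount of 0.1 (−0.84), a pseudocount of 0.5 (−0.76), TPM as deposited (−0.75), rescaled TPM (−0.71) and without *Nup210*+/+ replicate 4 (−0.79), and outside it with the other alternatives set before the data were examined.

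For *Gm7367* the log2 fold change in Table S1 of the paper is 6.28 (standard error 1.17), and here it was 2.50. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 5.16, within that error, and no other did. The gene is listed at 0 in 3 of 4 *Nup210*+/+ libraries, so these values depend on the pseudocount, which pulls the 2.50 towards 0. The ratio of mean TPM, 79.3, is 6.31 in log2, within that error, and rests on 0.27 TPM in a single *Nup210*+/+ library.

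The paper describes the structural genes of Fig 6D as unaffected, while its Table S1 lists *Tmod1* with a log2 fold change of 0.18 and an adjusted p of 0.0497. That change is below the 1.5-fold minimum that the paper's methods set for differentially expressed genes. *Tmod1* had the same log2 fold change here, 0.18, with a limma adjusted p of 0.210.

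The paper treats the 10 Mef2C targets as changed, and limma called *Abra* alone, at an adjusted p of 0.0490. *Abra* was lost with upper-quartile scaling, a mean TPM of at least 0.1 or eBayes without trend, where no gene passed. Library weights in limma also called *Ccr2* (adjusted p = 0.0419) and *S100a4* (adjusted p = 0.0413), and over all settings run the limma adjusted p ranged from 0.0419 to 0.261 for *Ccr2* and from 0.0413 to 0.276 for *S100a4*. Of the genes of Table S1, 13 passed an adjusted p of 0.05 here, 22 with a mean TPM of at least 1, 18 with a pseudocount of 0.1, 17 with robust eBayes and 76 with library weights. The 12 with TPM as deposited, 9 with rescaled TPM, 6 without *Nup210*+/+ replicate 4 and 2 without *Nup210*+/+ replicate 2 also included genes that are not among the 13.

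The paper's list also includes *Nup210*, with a log2 fold change of 0.42 and an adjusted p of 0.0461. Here its limma adjusted p was 0.231. The list also has *Mef2c* (log2 fold change 0.22, adjusted p = 0.00397), *Mef2a* and *Mef2d* as higher. Here they had nearly the same log2 fold changes, with limma adjusted p of 0.126, 0.211 and 0.111.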

Other observations

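In this part, the tests on GC content and length, on genes near *Nup210*, on 2 active X chromosomes and on library quality were chosen before their results were seen, and the others only after the result was seen.

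*Nup210* mRNA was higher, not lower, in the libraries labelled *Nup210*-/-. Scaling goes against being the cause, since the log2 fold change with TPM as deposited was 0.36. A higher leukocyte content also goes against being the cause, since leukocyte genes were lower in *Nup210*-/-. Whether a lower leukocyte content could be the cause is left undecided. The *Nup210*+/+ library with the highest leukocyte score, replicate 2, had 10.11 TPM of *Nup210*, the highest of that genotype. It is 1 library, and the one with granulocyte precursor transcripts. Exon 2 makes up 1.95% of the longest *Nup210* transcript (7037 bases), so a transcript without it would have nearly the same TPM. These values thus cannot tell a transcript that lacks exon 2 from exchanged genotype labels, and the pattern cannot be told apart from mislabelling. A transcript that lacks exon 2 and is not degraded may be present in the knockout, as a hypothesis that reads over the exon 1 to exon 3 junction would test.

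*Xist* was at 0.01 TPM in *Nup210*+/+ replicate 4 and at 36.45 to 49.37 TPM in the other 7 libraries. A male mouse predicts Y-linked transcripts, but these summed to 0.01 TPM. The genes *Kdm6a*, *Ddx3x*, *Eif2s3x* and *Kdm5c*, which are expressed from both X chromosomes, were on average 0.605 times the mean of the other 7 libraries and were lowest there in 4 of 4 cases. Loss of *Xist* with 2 active X chromosomes predicts higher X-linked expression, but the median log2 ratio of 467 X-linked genes, relative to 13690 autosomal genes, was −0.022. The library was not poor, with 18839 genes above 0. A mouse with a single X chromosome and no Y chromosome is a candidate explanation, as a hypothesis. It is 1 of 4 libraries, so it does not follow genotype.

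The lower leukocyte score in the libraries labelled *Nup210*-/- was examined for technical causes. The difference was −0.47 without *Nup210*+/+ replicate 2 and −0.60 after correction for GC content and transcript length, which were known for all 34 genes, each with an exact permutation p of 0.0286, the smallest these tests can give. Neither removed it. With TPM as deposited it was −0.71, but that scaling shifts all genes alike, downwards in *Nup210*-/-, and could not have removed a decrease, so it does not test the set. Relative to the median of all genes the difference was −0.63 with either scaling. That leukocyte content may be lower in these *Nup210*-/- muscles is a hypothesis, found and tested on the same data and resting on the labels.

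Among the other sets, 23 genes of endoplasmic reticulum chaperones and the unfolded protein response scored −0.35 lower, 20 of them in the same direction, with every *Nup210*-/- library below every *Nup210*+/+ library (exact permutation test, p = 0.0286, adjusted over the 19 sets 0.0905). The difference was −0.27 without *Nup210*+/+ replicate 2 and −0.31 after correction for GC content and length, both with an exact p of 0.0286. It was −0.44 with TPM as deposited, which again does not test a decrease. That chaperone expression may be lower in *Nup210*-/- muscle is a hypothesis, found and tested on the same data and resting on the labels. Heat shock genes (−0.32) and the genes around growth hormone and Stat5 signaling (−0.33) had the same exact permutation p of 0.0286. In the latter set *Cish* (−2.11), *Socs2* (−1.25) and *Igf1* (−0.66) were lower while *Stat5b* (0.51) and *Mstn* (0.56) were higher, and of these *Cish*, *Socs2* and *Igf1* had limma adjusted p of 0.184, 0.0933 and 0.169. Tendon and fascia genes were lower in 15 of 15 cases (−0.54, exact permutation p = 0.0571). Table S1 lists 8 of the 23 chaperone genes, 5 of 15 heat shock genes and 7 of 15 tendon and fascia genes. It also lists 5 of 10 genes around growth hormone and Stat5 signaling. That list was selected in these libraries, so it and these scores are not separate lines of support. The scores without the listed genes were not computed.

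The Mef2 genes were higher by 0.21 as a set. This was 0.20 without *Nup210*+/+ replicate 2 and 0.24 after correction for GC content and length (both exact permutation p = 0.0286), as well as 0.24 with upper-quartile scaling and 0.18 with rescaled TPM (both exact permutation p = 0.0286). With TPM as deposited, which shift the median of all genes to −0.08, it was 0.12 (exact permutation p = 0.143). Relative to the median of all genes the difference was 0.22 after median-of-ratios scaling and 0.20 with TPM as deposited, so the call was lost through a shift of all genes alike, and losing it does not test the Mef2 genes.

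The genes that Table S1 lists as lower by at least 1.5-fold include 17 of 136, or 12.5%, that were more than 2 times as high in *Nup210*+/+ replicate 2 as in every other library, among them *Mki67* and *Cdc20*. In the other *Nup210*+/+ libraries this number was 0. How much of the list rests on that library cannot be decided from this share.

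Near the targeted locus, within 20 Mb on each side of *Nup210*, 5 of 200 tested genes are in Table S1, against 564 of 14028 elsewhere (odds ratio 0.612, Fisher's exact test, two-sided, p = 0.362). Variants carried along with the targeted locus would predict an excess there, which was not seen.

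Slow-fiber genes did not differ by genotype label (−0.11, exact permutation test, p = 0.686), but their score varied between mice, from −0.50 in *Nup210*-/- replicate 3 to 0.38 in *Nup210*-/- replicate 4 and from −0.39 in *Nup210*+/+ replicate 2 to 0.37 in *Nup210*+/+ replicate 4. No explanation was tested for this spread. Fast-fiber genes were higher in 13 of 13 cases, but their score difference of 0.16 did not pass (exact permutation test, p = 0.171, and 0.064 with TPM as deposited, p = 0.257). The paper's counts of slow fibers were made in soleus, and these libraries are from quadriceps.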
